# A Selective HDAC 1/2 Inhibitor Modulates Chromatin and Gene Expression in Brain and Alters Mouse Behavior in Two Mood-Related Tests

**DOI:** 10.1371/journal.pone.0071323

**Published:** 2013-08-14

**Authors:** Frederick A. Schroeder, Michael C. Lewis, Daniel M. Fass, Florence F. Wagner, Yan-Ling Zhang, Krista M. Hennig, Jennifer Gale, Wen-Ning Zhao, Surya Reis, Douglas D. Barker, Erin Berry-Scott, Sung Won Kim, Elizabeth L. Clore, Jacob M. Hooker, Edward B. Holson, Stephen J. Haggarty, Tracey L. Petryshen

## Abstract

Psychiatric diseases, including schizophrenia, bipolar disorder and major depression, are projected to lead global disease burden within the next decade. Pharmacotherapy, the primary – albeit often ineffective – treatment method, has remained largely unchanged over the past 50 years, highlighting the need for novel target discovery and improved mechanism-based treatments. Here, we examined in wild type mice the impact of chronic, systemic treatment with Compound 60 (Cpd-60), a slow-binding, benzamide-based inhibitor of the class I histone deacetylase (HDAC) family members, HDAC1 and HDAC2, in mood-related behavioral assays responsive to clinically effective drugs. Cpd-60 treatment for one week was associated with attenuated locomotor activity following acute amphetamine challenge. Further, treated mice demonstrated decreased immobility in the forced swim test. These changes are consistent with established effects of clinical mood stabilizers and antidepressants, respectively. Whole-genome expression profiling of specific brain regions (prefrontal cortex, nucleus accumbens, hippocampus) from mice treated with Cpd-60 identified gene expression changes, including a small subset of transcripts that significantly overlapped those previously reported in lithium-treated mice. HDAC inhibition in brain was confirmed by increased histone acetylation both globally and, using chromatin immunoprecipitation, at the promoter regions of upregulated transcripts, a finding consistent with *in vivo* engagement of HDAC targets. In contrast, treatment with suberoylanilide hydroxamic acid (SAHA), a non-selective fast-binding, hydroxamic acid HDAC 1/2/3/6 inhibitor, was sufficient to increase histone acetylation in brain, but did not alter mood-related behaviors and had dissimilar transcriptional regulatory effects compared to Cpd-60. These results provide evidence that selective inhibition of HDAC1 and HDAC2 in brain may provide an epigenetic-based target for developing improved treatments for mood disorders and other brain disorders with altered chromatin-mediated neuroplasticity.

## Introduction

Epigenetic mechanisms involving chromatin-modifying enzymes and remodeling factors are increasingly implicated in the pathophysiology of mood (affective) disorders including depression and bipolar disorder, as well as in other psychiatric diseases such as schizophrenia [1]. Neuroplasticity – the capacity for changes in brain function – is relevant to understanding both disease states and effective treatment mechanisms. These changes involve dynamic modulation of chromatin– DNA packaged around octameric cores of histone proteins H2A, H2B, H3 and H4 - which is subject to diverse post-translational modifications. Acetylation of histone amino-terminal tails is associated with an open chromatin structure that facilitates the binding of transcriptional activating protein complexes that modulate gene expression [2] and alter neural circuit function. Histone deacetylase (HDAC) enzymes, including subtypes comprising class I (HDAC1, 2, 3 and 8) and class II (HDAC 4–7, 9 and 10), control the deacetylation of histone and non-histone proteins. These enzymes are therefore important mediators in epigenetic regulation of gene expression that may contribute to mechanisms underlying psychopathology and treatment.

Recent findings indicate that the activity of specific class I and II HDAC enzymes may be altered in psychiatric disease and may play a role in effective clinical treatments.

Postmortem studies have revealed altered mRNA and protein expression of HDAC1, 2 and 5 among patients with major depressive disorder, schizophrenia and bipolar disorder [3]–[5]. Valproate, a drug widely used in bipolar disorder treatment, functions in part as an inhibitor of all class I HDACs [6], [7]. Moreover, lithium therapy, a mainstay bipolar disorder treatment and antidepressant adjunct, as well as the typical antipsychotic, haloperidol, were shown to increase histone acetylation in cellular and animal models [8]–[11]. Further, HDAC2 was recently demonstrated to be a key regulator of atypical antipsychotic response [12]. Thus, investigating altered histone acetylation in the context of mood and psychotic disorders may provide insight toward critical factors regulating plasticity as well as novel therapeutic targets based on epigenetic mechanisms.

Animal model research further supports the link between HDAC activity and mood disorders. Electroconvulsive therapy, used in treatment-resistant depression, was shown to alter histone H3 and H4 acetylation at the promoter regions of actively transcribed genes in rat hippocampus [13]. Additional rodent behavioral data demonstrate antidepressant-like effects of the class I HDAC inhibitor, sodium butyrate [14], the HDAC1/2/3 inhibitor, MS-275 [3], as well as reduced psychostimulant-induced hyperactivity by valproate and sodium butyrate [15], [16]. However, these reports used weak inhibitors with low selectivity for different class I HDAC subtypes that may engage non-HDAC targets at high physiological concentrations (millimolar range). Thus, the class I HDAC subtypes critical to the observed effects remain unclear.

To further investigate the mechanism of HDAC inhibition in the underpinnings and treatment of mood disorders, we identified from the literature Cpd-60 (Compound 19, also published as Compound 60), a benzamide-based, subclass selective inhibitor of HDAC1 and HDAC2 [17], [18]. Cpd-60 has structural features distinct from previously studied compounds that make it an excellent probe compound. We demonstrate here, for the first time, that chronic treatment of mice with Cpd-60 results in substantial effects in two behavioral tests with predictive validity for mood stabilizer and antidepressant medications. Cpd-60 treatment was associated with significant gene expression changes in prefrontal cortex (PFC), nucleus accumbens (NAc) and hippocampus (HIP), brain regions involved in the regulation of mood [19], [20], through an HDAC inhibition-mediated mechanism evidenced by increased histone acetylation at gene promoter regions. Interestingly, a small subset of gene expression changes induced by Cpd-60 significantly overlap with those induced by lithium, suggesting common mechanistic elements that may play a role in altering behavior. Together, this study demonstrates that selective inhibition of HDAC1 and HDAC2 in mice modulates transcription in mood circuits and alters relevant behaviors, and may be a viable mechanism for the development of clinical mood disorder treatments.

## Materials and Methods

### Chemical Synthesis

Cpd-60 and SAHA were synthesized according to published protocols [18], [21], [22]. All compounds were greater than 95% purity and stored at −20°C as dry powders prior to use.

### Animals

Male 11 wk old C57BL/6 mice were utilized for pharmacokinetic, behavioral and biochemical analyses. One female baboon (*Papio Anubis*) was used to determine brain uptake and pharmacokinetics of Cpd-60. *Ethics Statement:* All animal work was approved conduced under strict accordance to the ethical standards set by the Massachusetts Institute of Technology Institutional Animal Care and Use Committee (IACUC) and the Committee on Animal Care (mouse experiments, internal protocol #0410-03-013) and by the Brookhaven National Laboratory IACUC (baboon experiment, protocol #102). Non-human primate housing conditions and feeding regimens were coordinated by the professional investigative staff at the Brookhaven Laboratory Animal Facility which included social housing in cages appropriate for the physical and behavioral health of the individual animal. Animals were fed a 3x per day with additional nutritional supplements provided as prescribed by the attending veterinarian. Environmental enrichment included audio, video and tactile elements (e.g. listening to the radio, watching television, playing with toys and human interaction) and were provided on a daily basis to promote psychological well-being. All procedures were performed without compromising animal welfare and all efforts were made to minimize suffering including adequate use of anesthesia (ketamine, isoflurane) in the baboon imaging experiment. The baboon was not sacrificed following the study and further effort was taken to minimize suffering by allowing an interval of at least one month between subsequent imaging studies in the same animal.

### Pharmacokinetic Profile Determination

Mice were treated (i.p.) with Cpd-60 (45 mg/kg) or SAHA (25 mg/kg) in vehicle (10% DMSO, 45% PEG400, 45% saline) and blood collected by retro-orbital puncture into heparinized tubes at pre-treatment, and 0.083, 0.25, 0.5, 1, 2, 4, 6, 8 and 24 hr post-treatment (*n = *3 mice/group), followed by immediate sacrifice and brain harvest. Plasma, brain samples, and dose formulations, were analyzed as previously described [23] using high performance liquid chromatography/mass spectrometry. Data acquisition and control system were created using Analyst 1.4 software (ABI Inc, Canada).

### CNS Target Binding Assays

Cpd-60 was submitted to a panel of 80 binding assays for common transmembrane and soluble receptors, ion channels and monoamine transporters in the central nervous system (CNS) (High-Throughput Profile P-3, Cerep, France). Cpd-60 (10 µM) was assayed in duplicate concurrently with an assay-specific reference compound (Table S1).

### Biochemical Assays

HDAC activity was measured *in vitro* using recombinant human HDACs 1-9 (BPS Bioscience) using the Caliper EZ reader II system. *HDAC inhibition assays:* Purified HDACs were incubated with a FAM-labeled fluorescent substrate and test compound at room temperature for 60 min or, for HDAC 1-3, 180 min to control for effects of slow-binding inhibitors on HDAC activity. Fluorescence intensity of electrophoretically separated substrate and product was measured and the percent inhibition plotted against compound concentration. IC_50_ values were determined by curve fitting with Origin 8.0 software [24]. *Binding kinetics:* Binding kinetics of Cpd-60 and SAHA with HDACs 1, 2, and 3 were evaluated by progression curves in inhibition and dilution experiments as previously described [25].

### Mouse Primary Neuronal Histone Acetylation Assays

Mouse primary neurons cultured 13 days *in vitro* were treated with HDAC inhibitors for 24 hr, fixed with 4% formaldehyde, and stained with an anti-acetylated H4 lysine 12 antibody and an Alexa-488 conjugated secondary antibody, with nuclei identified using a Hoechst stain. Cells with histone acetylation signals above an intensity threshold of >99.5% were scored as “bright green cells” and expressed as a percentage normalized to DMSO controls. EC_50_ values were determined from curve fitting using GraphPad Prism v5 software (GraphPad Software, Inc., USA).

### Pharmacological Treatments

Cpd-60 (45 mg/kg, 7.5 mL/kg, i.p.) and SAHA (25 mg/kg, 5 mL/kg, i.p.) were prepared fresh for daily injection in vehicle (10% DMSO, 45% PEG-400, 45% saline). D-amphetamine (Sigma-Aldrich) was prepared in saline and administered via i.p. injection (3.5 mg/kg, 5 mL/kg).

### Behavioral Procedures

Compounds were administered between 9 am and 1 pm for 7 days prior to the start of behavioral testing, and after completion of each daily session during behavioral testing. Testing was performed 18–24 hr after the previous treatment to avoid transient effects. Amphetamine-induced hyperlocomotion (AIH) was performed as previously described [26] on days 7–9 of treatment with activity measured before and after amphetamine challenge (AccuScan Instruments, Inc.). Forced-swim test (FST) behavior was performed as previously described [26] on day 10 of treatment and total time spent immobile during a 6 min session was scored automatically (Ethovision; Noldus). Treatment effects were analyzed by one way analysis of variance (ANOVA) with *post hoc* analysis using Least Squared Differences test (SPSS v18.0 IBM).

### Brain Tissue Collection

Behaviorally naïve mice were treated daily (i.p.) with Cpd-60 (45 mg/kg), SAHA (25 mg/kg) or vehicle. One hour after the last of 10 treatments, harvested brains were snap frozen and stored at −80°C until use. Independent sets of treated brains were used for western blotting, transcriptional analysis, and chromatin immunoprecipitation, as detailed below.

### Western Blotting

Frozen mouse brains (*n* = 6/treatment group) were rapidly dissected at 4°C to isolate frontal cortex (including PFC), ventral striatum (including NAc), and HIP for protein extraction. Human Embryonic Kidney (HEK) 293 cells were treated with 20 µM Cpd-60, SAHA or DMSO for 24 hr ‘constant’ treatment, followed by media change and 6 hr incubation (‘washout’), and cells collected for protein extraction. Solutions for protein extraction were supplemented with 5 mM sodium butyrate to suppress residual HDAC activity. Western blotting was performed using standard protocols and commercially available antibodies (Millipore) raised against acetylated histone H2B (07-373), H3K9 (07-352), and H4K12 (04-119) with normalization to total levels of histone H3 (07-690) or histone H4 (04-858). Densitometric quantification was performed using Image J software (NIH) and statistical comparison to vehicle-treated controls by two-tailed t-test.

### RNA Isolation and Transcriptional Analysis

Frozen mouse brains (*n* = 6/treatment group) were rapidly dissected at 4°C to isolate medial prefrontal cortex (PFC), nucleus accumbens (NAc) and hippocampus (HIP) for mRNA extraction. Whole genome transcript profiling was performed using the Illumina MouseWG-6 Expression BeadChip with subsequent validation by quantitative real-time PCR (qPCR) and is available online at the NCBI Gene Expression Omnibus repository (GSE47452).

### Chromatin Immunoprecipitation

Native chromatin immunoprecipitation (ChIP) was performed as previously described with minor modifications [27]. Frozen mouse brains treated with Cpd-60 or vehicle (*n = *4/group) were rapidly dissected at 4°C and NAc isolated. Nucleosomal chromatin (‘Input’) was prepared by digesting native (unfixed) chromatin with micrococcal nuclease. 100 µL of the ChIP product was incubated overnight with anti-histone H4K12ac antibody and precipitated using agarose beads (Santa Cruz #SC-2003). Purified, immunoprecipitated DNA was applied to qPCR using primers (Table S2) designed using NCBI PRIMER-BLAST targeting regions proximal to gene transcription start sites (TSS). Resulting DNA amplification curves were used to calculate the ratio of immunoprecipitated DNA from ChIP to Input with statistical significance determined by two-tailed t-test of Cpd-60 or SAHA compared to vehicle.

## Results

### Characterization of Cpd-60 as a Brain-penetrant, Selective Inhibitor of HDAC1 and HDAC2

In order to assess the utility of Cpd-60 (Fig. 1a) for *in vivo* studies, we initially determined its target selectivity and potency, binding kinetics, activity in cultured mouse neurons and brain penetrance. For comparison, we also assessed these parameters for SAHA (Fig. 1a), a non-selective inhibitor of class I and class II HDAC subtypes that has been demonstrated in mice to enhance cognition following chronic systemic treatment [28] and improve depression-related behaviors when directly infused into brain [3].

**Figure 1:**
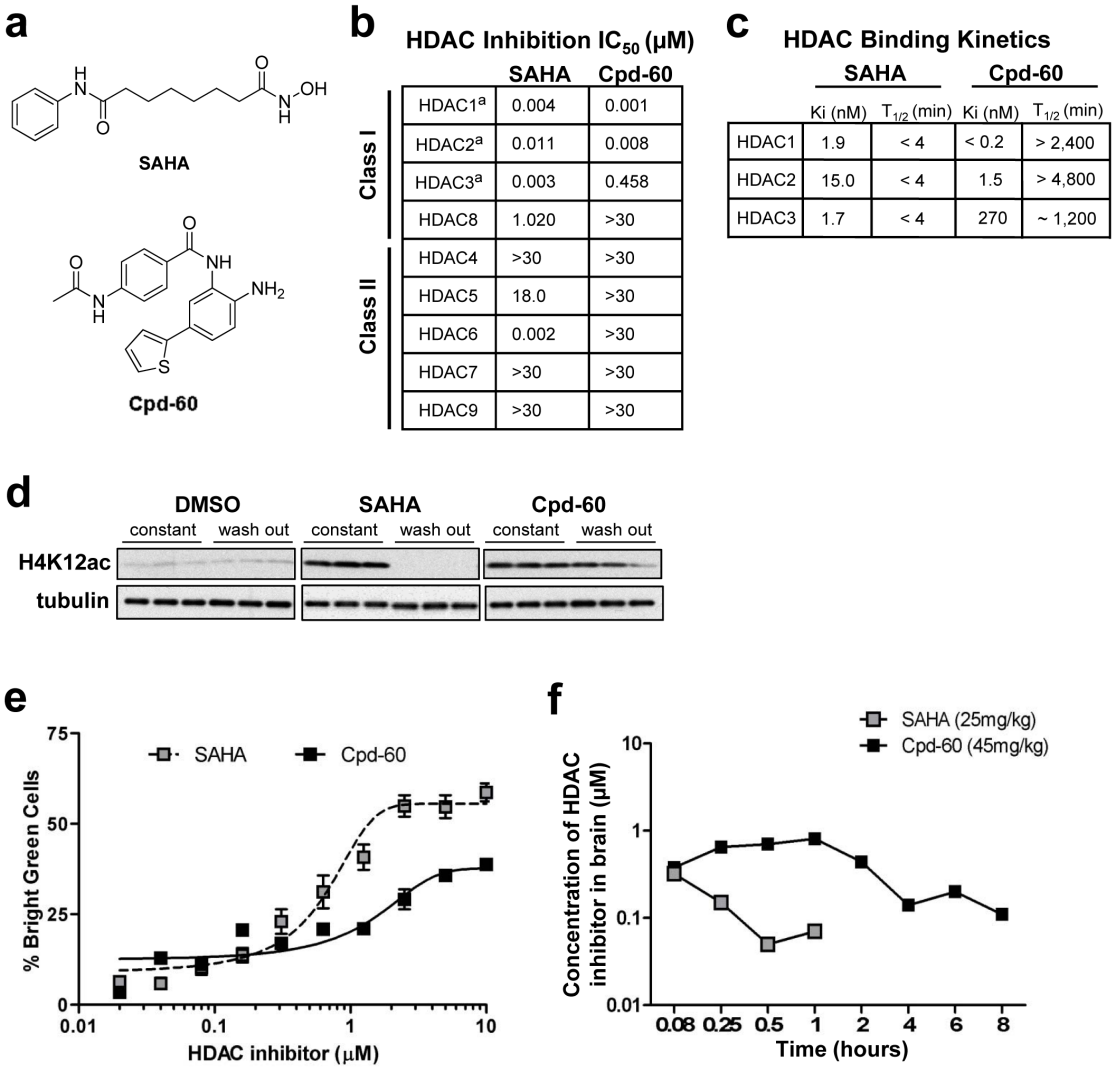
*In vitro* and *in vivo* characterization of two structural classes of HDAC inhibitors. (**a**) Chemical structure of SAHA and Cpd-60. (**b**) *In vitro* IC_50_ (µM) for HDAC 1-9 by SAHA and Cpd-60 using recombinant human HDAC enzymes and HDAC class-specific substrates. Inhibitor and substrate were incubated for 60 min (HDAC4-9) or 180 min (HDAC1-3)^a^ to control for HDAC1-3 inhibition by slow-binding test compounds. (**c**) *In vitro* binding affinity (K_i_) and kinetics (half-life ‘T_1/2′_ in minutes) for HDAC 1, 2 and 3 incubated with SAHA or Cpd-60 (10 µM). (**d**) H4K12 acetylation levels in HEK293 cells following 24 hr ‘constant’ exposure to DMSO, SAHA (20 µM) or Cpd-60 (20 µM) and 6 hr after drug ‘washout’ (media change) with tubulin loading control. (**e**) Dose response plots for induction of histone H4K12 acetylation in cultured primary mouse neuronal cells by SAHA or Cpd-60 for 24 hr. Cells with histone acetylation signals above an intensity threshold of >99.5% (“bright green cells”) are plotted as a percentage normalized to DMSO control. EC_50_ values for H4K12 acetylation were 0.60 µM and 72 µM for SAHA and Cpd-60, respectively. (**f**) *In vivo* mouse brain pharmacokinetics following acute systemic administration of SAHA (25 mg/kg, i.p.) or Cpd-60 (45 mg/kg, i.p.).

Using a fluorometric biochemical assay (Fig. 1b.), we confirmed the selective inhibition by Cpd-60 of HDAC1 and HDAC2 (IC_50_ = 1 and 8 nM) with 50–400 fold selectivity over class I HDAC3 (IC_50_ = 458 nM), and no appreciable inhibition of HDAC8 or of the class II HDACs (IC_50_>30 µM). Additional biochemical assays revealed high-affinity (K_i_ = 0.2–1.5 nM) and slow-on/slow-off binding kinetics of Cpd-60 to HDAC1 and HDAC2 with half-lives (T_1/2_) of 40- and 80-hr (2400–4800 min; Fig 1c). Cpd-60 had lower affinity (K_i_ = 270 nM) and engagement of HDAC3 (T_1/2_ = 20 hr Fig.1c). In comparison, SAHA exhibited potent inhibition of HDAC1, 2, 3 and 6 (IC_50_ = 2–11 nM; Fig. 1b), similar to previously published results [6], and fast-on/fast-off binding kinetics (T_1/2_<4 min for HDAC1–3; Fig. 1c).

A subsequent counter screen against 80 common CNS targets including receptors, channels and transporters (Table S1), identified a clean profile for Cpd-60 (10 µM), with no significant binding to any of the targets (50% inhibition of control binding). These data suggest that biological effects of Cpd-60 are likely due to its inhibitor activity towards HDAC1 and HDAC2, and are not due to off-target effects.

To determine whether the binding kinetics of Cpd-60 and SAHA correlated with changes in cellular HDAC activity over time, we examined the acetylation of histone H4 at lysine 12 (H4K12ac) by western blot in HEK293 cells exposed to Cpd-60 or SAHA. Treatment with either inhibitor (20 µM for 24 hr) elevated H4K12ac levels (Fig. 1d, ‘constant’), however 6 hr after media change (Fig. 1d, ‘washout’), only Cpd-60-treated cells showed persistent increases in H4K12ac, indicating lasting HDAC binding and functional inhibition. To verify neuronal HDAC inhibitory activity of Cpd-60 and SAHA, we measured histone acetylation in cultured primary mouse forebrain neurons using an immunofluorescence-based, laser-scanning cytometry assay. Treatment with Cpd-60 or SAHA (20 µM) for 24 hr induced dose-dependent acetylation of H4K12ac (Fig. 1e) with EC_50_ values of 7.2 µM and 0.6 µM for Cpd-60 and SAHA, respectively, demonstrating robust inhibition of HDACs in cultured neurons.

Brain pharmacokinetic analyses (Fig. 1f) using doses corresponding to subsequent behavior and transcript expression studies determined that Cpd-60 had sustained brain exposure (T_1/2_ = 6.44 hr) compared to SAHA (T_1/2_ = 0.44 hr). The maximum concentration (C_max_) of Cpd-60 was 0.83 µM, far exceeding the *in vitro* IC_50_ for HDAC1 and HDAC2 (0.001 and 0.008 µM) but not HDAC3 (0.4 µM), suggesting robust inhibition of HDAC1 and 2. Preliminary positron emission tomography data following intravenous treatment of carbon-11 labeled Cpd-60 in baboon, collected as previously described [29], were consistent with rodent data and confirmed that Cpd-60 reaches the brain, albeit at low levels relative to plasma (S.W.K., J.M.H. unpublished data).

Overall, Cpd-60 was confirmed to be brain penetrant with selectivity and slow-on/slow-off binding for HDAC1/2. These selectivity and kinetic properties differentiate it from HDAC inhibitors utilized in prior rodent behavioral studies, including other benzamides such as the HDAC1/2/3 inhibitor, MS-275, as well as SAHA [3], [19], [28].

### Validation of Cpd-60 as a Histone Deacetylase Inhibitor in Mouse Brain

Mood disorder medications, including antidepressants and lithium, typically require prolonged treatment to be effective in patients [30]. We emulated this for *in vivo* experiments using a chronic drug treatment paradigm (>7 days i.p. treatment). To confirm that chronic Cpd-60 and SAHA suppressed HDAC activity in mouse brain, we examined global histone acetylation in cortex, ventral striatum (including NAc) and Hip, regions implicated in regulation of mood-related behaviors [19], [20]. Histone acetylation was measured one hour after chronic treatment, a time point at which both Cpd-60 and SAHA are present in the brain (Fig. 1f). Three histone marks were measured, H2B (‘tetra’acetyl-K5,12,15, and 20), H3K9ac, and H4K12ac, which are associated with active transcription and are sensitive to HDAC2 activity [28], [31]. Consistent with their *in vitro* activity as potent HDAC inhibitors, both Cpd-60 and SAHA significantly increased acetylation in each brain region by 1.5- to 2.0-fold compared to vehicle, indicating both compounds suppress HDAC activity in the brain following systemic administration (Fig. 2). The magnitude of change was consistent with previous studies of mouse brain [3], [6], [14] and suggest that, despite differences in binding kinetics, HDAC subtype selectivity, and pharmacokinetic profiles, chronic treatment with Cpd-60 or SAHA induce similar increases in global histone acetylation in brain regions relevant to mood.

**Figure 2:**
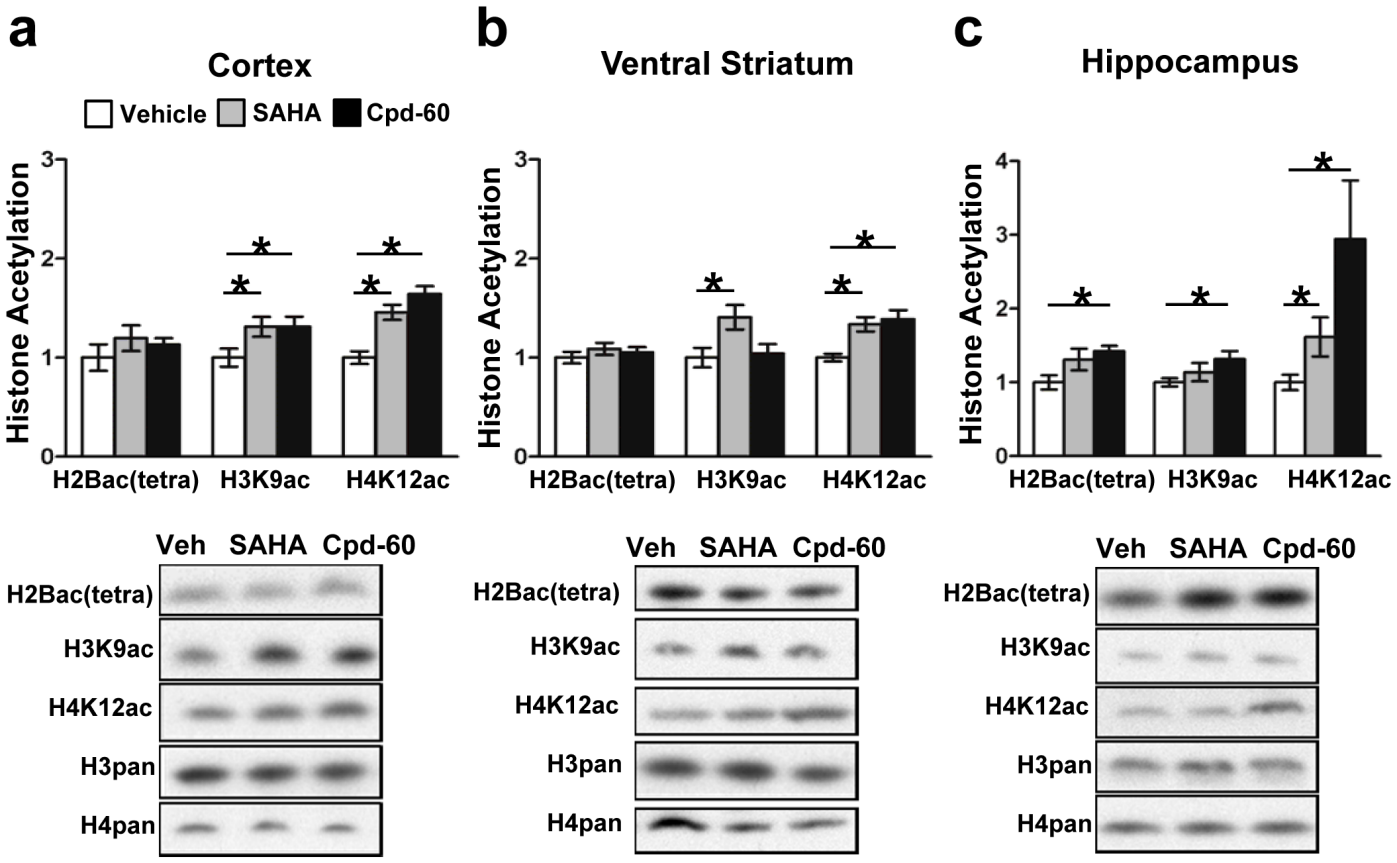
Effects of HDAC inhibitors on histone acetylation in mouse brain. Chronic SAHA (25 mg/kg, i.p.) or Cpd-60 (45 mg/kg, i.p.) significantly increased acetylation of histone H2B(tetra-acetylated), H3K9 and H4K12 in cortex, ventral striatum and hippocampus one hour after the 10^th^ daily treatment (arbitrary units, relative to vehicle control). Representative western blots are shown with total levels of histone H3 (H3pan) and histone H4 (H4pan) used as loading controls. *p<0.05, t-test of Cpd-60 or SAHA versus vehicle. *n = *6 mice/group.

### Chronic Treatment with Cpd-60 Improves Mood-related Behaviors in Mice

We next examined the efficacy of Cpd-60 in two established mouse behavioral assays with predictive validity for mood-stabilizer and antidepressant medications; the amphetamine induced hyperlocomotion (AIH) assay and the forced swim test (FST) assay. The AIH assay, in which amphetamine challenge significantly increases locomotor activity, has predictive validity for mood-stabilizing drugs, including lithium and valproate, which significantly attenuate the increased locomotion [16], [26], [32]. Published work from our group has confirmed the attenuating effects of lithium treatment on hyperlocomotion in wild type mice [26]. Following chronic treatment, Cpd-60 (45 mg/kg, i.p.) significantly reduced hyperlocomotion by 36% (F_treatment_ (2,33) = 3.581, *post hoc* p<0.05), whereas SAHA (25 mg/kg, i.p.) had no effect (p = 0.54) compared to vehicle-treated mice (Fig. 3a and b). The attenuating effect of Cpd-60 on hyperlocomotion was not due to non-specific motoric effects, as basal locomotor activity was unchanged preceeding amphetamine challenge (Fig. 3a, t −20 to 0 min) and during test chamber acclimation on the previous day (see Methods; average distance traveled +/− SEM: Cpd-60: 2099 cm +/−249; Vehicle: 1929 cm +/−219). The FST assay is widely-used for evaluating the efficacy of antidepressants, which reduce the time spent immobile in a cylinder of water [33], [34]. Cpd-60 treatment resulted in a significant 67% reduction in immobility time compared to vehicle- or SAHA (Fig. 3C, F_treatment_ (2,33) = 6.588, *post hoc* p<0.01). This indicates an antidepressant-like effect comparable to that previously observed by our group after treatment with lithium (85 mg/kg i.p., 48% reduction, [26]) or the tricyclic antidepressant desipramine (15 mg/kg i.p., 55% reduction, *n = *16/group; data not shown). These results suggest that prolonged inhibition of HDAC1/2 modulates the activity of mood-related neurocircuitry in mice.

**Figure 3:**
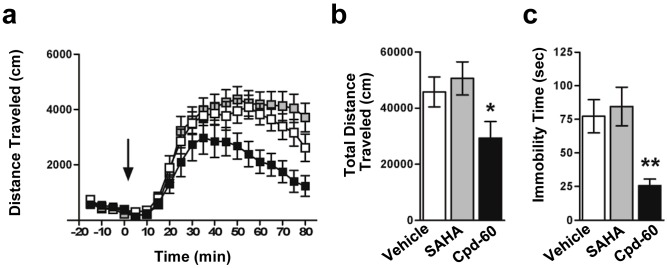
Effect of Cpd-60 treatment on mood-related behaviors in mice. (**a**) Timecourse of locomotor activity in response to and (**b**) total locomotor activity summed over 80 min following acute amphetamine challenge (3.5 mg/kg, i.p.; Time ‘0’ indicated by arrow). Hyperlocomotion in response to amphetamine was significantly reduced in mice chronically treated with Cpd-60 (45 mg/kg, i.p.) but not with SAHA (25 mg/kg, i.p.). (**c**) Time spent immobile in the forced swim test was significantly decreased in mice treated chronically with Cpd-60 but not SAHA compared to vehicle treated control mice. *p<0.05, **p<0.01, ANOVA with Least Significant Difference *post hoc* test.

### Chronic Cpd-60 Treatment Alters Gene Expression in Brain Circuits Involved in Mood Regulation

Having observed robust behavioral effects following selective HDAC inhibition by Cpd-60, we next sought mechanistic insight into how Cpd-60 modulates molecular pathways regulating mood-related neurocircuitry. As changes in histone acetylation are linked to transcriptional regulation, we examined the effect of chronic HDAC inhibitor treatment on gene expression using whole-genome expression microarrays. 

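RNA from the PFC, NAc and HIP was hybridized to 36 Illumina MouseWG-6 BeadChip arrays, 1 array per pool of RNA from 2 mice, with 3 pools for each treatment and region. The arrays cover 4 treatments, namely vehicle, Cpd-60 (45 mg/kg), SAHA (25 mg/kg) and the benzamide HDAC inhibitor CI-994 (10 mg/kg), each given daily for 10 days with tissue taken 1 h after the last dose. Methods S1 describes the 27 arrays of vehicle, Cpd-60 and SAHA, and these 27 were used for the results below. The authors deposited the raw intensity of 45281 probes on each array, without background subtraction or normalization, with a detection p-value for each probe. Median raw intensity of the 27 arrays was between 82.2 and 107.8 and the 95th percentile between 349.9 and 1079.7. On average 37.0% ± 2.94 (SD over the 27 arrays) of probes had a detection p of at most 0.01. The number of arrays limits the precision of every value. SAHA replicates 2 and 3 of the HIP were dimmer, with 95th percentiles of 437.7 and 452, against 644.8 to 839.6 for the vehicle and Cpd-60 arrays of that region and 665.2 for SAHA replicate 1.

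Intensities of the 27 arrays were quantile normalized together and put on a log2 scale, and a probe was tested in a region where its detection p was at most 0.2 in 3 of 3 arrays of at least 1 group. This left 21513 probes in the PFC, 22142 in the NAc and 22275 in the HIP. Each region was fitted with limma's moderated linear model, and transcripts were counted at an unadjusted p under 0.05, at an unadjusted p under 0.05 with a change of at least 1.2-fold, and at an adjusted p under 0.05 (Benjamini-Hochberg). The test the paper names, one-way analysis of variance with Tukey's HSD, was run on the same values and is called the methods' test below. The arrays of each region lay on 2 BeadChips of 6 arrays. Vehicle and Cpd-60 pools were spread over the BeadChips alike, while the first BeadChip held 1 SAHA pool and the other 2, so values with the BeadChip as a block are given beside many of the counts of SAHA. Replicate 3 of vehicle and of Cpd-60, and replicate 1 of SAHA, were alone of their group on a BeadChip. A fit without such a pool has that group on 1 BeadChip, so that treatment and BeadChip are mixed in it. Correlations between arrays of 1 group, over probes, lay between 0.970 and 0.994.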

PFC, NAc and HIP were profiled one hour after the tenth daily treatment of Cpd-60 or SAHA to investigate transcriptional changes potentially mediated by increased histone acetylation observed at this behaviorally relevant time point (Fig. 2). One-way ANOVA tests revealed that treatment with Cpd-60 or SAHA altered the expression of 4365 transcripts (uncorrected p<0.05). 

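In limma's F test of both drug coefficients, 794 transcripts in the PFC, 558 in the NAc and 3114 in the HIP differed between treatments at an unadjusted p under 0.05. Summed over the regions these were 4466 of 65930 tests, where chance alone gives 3296.5. The counts of the PFC and NAc were below the 1076 and 1107 that chance gives in each, and that of the HIP was above its 1114. The methods' test counted 1130 in the PFC, 878 in the NAc and 2399 in the HIP. With the BeadChip as a block, limma counted 856, 996 and 3283. Leaving out Cpd-60 replicate 3 moved the counts most, to 1926 in the PFC, 1410 in the NAc and 5285 in the HIP. The PFC count fell to 527 without SAHA replicate 2, and the HIP count to 1956 without SAHA replicate 3. The NAc count was 359 without vehicle replicate 1, 311 without vehicle replicate 2, 362 without Cpd-60 replicate 2, 1062 without SAHA replicate 1 and 868 without SAHA replicate 2.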

None of the transcripts survived Benjamini-Hochberg false discovery rate (FDR) correction at *q* <0.05 [35], however the microarray results were subsequently verified via quantitative PCR on a subset of genes as detailed below. 

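At an adjusted p under 0.05, limma's F test called 0 transcripts in each of the 3 regions, where 3.69% of tested transcripts in the PFC, 2.52% in the NAc and 14.0% in the HIP had an unadjusted p under 0.05. The methods' test also left 0 after adjustment, beside 4407 at an unadjusted p under 0.05 over the 3 regions. The smallest adjusted p from limma was 0.236, in the HIP. With the BeadChip as a block, 6 transcripts in the HIP passed. With the number of the pool as a block 386 passed there. Same-numbered pools of different treatments came from different mice but mostly lay on the same BeadChip, so this block in part follows the BeadChips. Without Cpd-60 replicate 3, 2113 transcripts in the HIP and 5 in the PFC passed, in a fit with Cpd-60 on the first BeadChip alone. In simulated data of the same size, where 200 transcripts were changed by 1 log2 unit in 1 drug group, the F test recovered 94.5% of them in the PFC, 85% in the NAc and 98.5% in the HIP at an adjusted p under 0.05. The simulated noise was independent between transcripts. Recovery of smaller changes, such as most of those named below, was not simulated.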

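Against vehicle, limma's test of the Cpd-60 coefficient passed an unadjusted p under 0.05 for 1015 transcripts in the PFC, 888 in the NAc and 1348 in the HIP, which sum to 3251. For SAHA the counts were 413, 344 and 2573, which sum to 3330. The SAHA counts with the BeadChip as a block were 411, 545 and 2383. By the methods' test the sums were 1714 for Cpd-60 and 1603 for SAHA. The Cpd-60 sum moved most without Cpd-60 replicate 3, to 6884, and was 2147 without vehicle replicate 2. The SAHA sum was 6181 with no detection filter, 1953 without vehicle replicate 1, 2096 without vehicle replicate 2 and 2032 without SAHA replicate 3. Neither drug had a transcript at an adjusted p under 0.05 against vehicle in any region by limma or by the methods' test. Without Cpd-60 replicate 3, and so with Cpd-60 on the first BeadChip alone, limma called 5 transcripts for Cpd-60 in the PFC and 91 in the HIP after adjustment. With the number of the pool as a block it called 28 for SAHA in the HIP.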

*Post hoc* testing revealed that, summed across the three brain regions, a similar total number of transcripts were significantly altered by Cpd-60 or SAHA treatment compared to vehicle (Tukey’s HSD p<0.05, 1609 transcripts up- or down-regulated by Cpd-60 versus 1530 by SAHA). These changes reflect a regulatory influence of HDAC inhibitor treatment on only a fraction of the genome (less than 2000 of the >45,000 transcripts assayed by microarray), consistent with previous reports [3], [31].

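Of the transcripts tested, Cpd-60 altered 4.72% in the PFC, 4.01% in the NAc and 6.05% in the HIP at an unadjusted p under 0.05, and SAHA 1.92%, 1.55% and 11.6%. With the BeadChip as a block the shares were 5.15%, 6.87% and 9.09% for Cpd-60 and 1.91%, 2.46% and 10.7% for SAHA. A threshold of 0.05 passes that share of unchanged transcripts by chance. All 3 treated pools lay on the same side of all 3 vehicle pools for 9.85% of tested transcripts in the PFC, 9.66% in the NAc and 12.6% in the HIP under Cpd-60, and for 8.83%, 7.32% and 19.8% under SAHA, where chance gives 10%.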

Focusing on the subset of genes that were altered at least 1.2-fold by Cpd-60 or SAHA compared to vehicle (*post hoc* p<0.05), dramatic expression differences were detected across brain regions and inhibitors. 

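At an unadjusted p under 0.05 and at least 1.2-fold, limma counted 1002 changes against vehicle for Cpd-60 over the 3 regions, in 863 distinct transcripts, and 1172 for SAHA, in 1152 distinct transcripts. Of the Cpd-60 transcripts 122 passed in at least 2 regions and 17 in all 3, and of the SAHA transcripts 19 and 1. By the methods' test the sums were 386 for Cpd-60 and 287 for SAHA. In simulated data this threshold without adjustment called 200 of 200 changed transcripts in the PFC, but 65.4% of the calls were unchanged transcripts, and 36.8% by the methods' test. Cpd-60 was also compared with SAHA directly, as the difference between their means. The vehicle arrays stayed in the fit and add to its variance. In this comparison 309 transcripts passed in the PFC, 322 in the NAc and 2063 in the HIP, and 267, 388 and 1480 with the BeadChip as a block. At an adjusted p under 0.05 limma called 0 in each region. In the HIP it called 195 with the BeadChip as a block and 1213 with the number of the pool as a block. Without Cpd-60 replicate 3, which leaves Cpd-60 on the first BeadChip alone, it called 7 in the PFC and 3013 in the HIP. Without that pool 1318 transcripts passed 1.2-fold in the PFC, 1660 in the NAc and 3883 in the HIP. The PFC count was 578 and the NAc count 1295 without SAHA replicate 1. The NAc count was 208 without Cpd-60 replicate 1, and the HIP count 1240 without that pool and 1208 without Cpd-60 replicate 2.

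Apart from the genes the paper names from the microarray, large changes whose 3 treated pools all lay beyond the 3 vehicle pools were as follows, in log2 units. The smallest p that an exact two-sided permutation of 3 pools against 3 allows is 0.1. Under Cpd-60 in the PFC, Inmt rose by 0.69 (SE 0.15) and Nfkbia by 0.68 (SE 0.18), while C330006P03Rik changed by -0.80 (SE 0.18), Bdnf by -0.55 (SE 0.08) and AI850995 by -0.42 (SE 0.14). In the NAc, Gfap rose by 0.76 (SE 0.31), and B230387C07Rik changed by -0.95 (SE 0.37), LOC386360 by -0.72 (SE 0.27) and C130080K17Rik by -0.70 (SE 0.18). In the HIP, Cdkn1a rose by 1.05 (SE 0.40) and Ybx3 by 0.86 (SE 0.25), and Rac3 changed by -0.63 (SE 0.10), C330006P03Rik by -0.59 (SE 0.18) and 4930511J11Rik by -0.59 (SE 0.11). Under SAHA large changes in the PFC included 0.41 for Rpl39 (SE 0.10), 0.35 for LOC383308 (SE 0.14), -0.46 for Hbb-b1 (SE 0.14), -0.31 for Tnnc1 (SE 0.09) and -0.31 for Snx14 (SE 0.08). In the NAc under SAHA the largest were 0.93 and 0.55 for the 2 probes of Itih3, 0.62 for Nrip3, -0.95 for B230387C07Rik, -0.76 for Slc17a7 and -0.72 for Hba-a1. In the HIP under SAHA they were 0.84 and 0.80 for 2 probes of Actb, 0.76 for Rab1, -1.15 for Nell2, -0.98 for Lbh and -0.90 for Mt3. None of these passed an adjusted p under 0.05 in limma. Under Cpd-60 the methods' test kept the calls at 1.2-fold of Inmt, C330006P03Rik and Bdnf in the PFC and C130080K17Rik in the NAc. In the HIP it kept Rac3 and 4930511J11Rik. Under SAHA it kept Rpl39, Tnnc1 and Snx14 in the PFC and Rab1 in the HIP, and none in the NAc. The other calls named were lost under that test. The SAHA calls of LOC383308 (0.24) and of the probe of Itih3 with the smaller change (0.49) were lost with the BeadChip as a block. With 1 pool left out at a time, the calls at 1.2-fold were lost for Gfap (0.66 to 0.95), B230387C07Rik (-0.98 to -0.90 under Cpd-60, -1.31 to -0.42 under SAHA), LOC386360 (-0.88 to -0.60), Cdkn1a (0.43 to 1.53), LOC383308 (0.29 to 0.44), Tnnc1 (-0.38 to -0.26), both probes of Itih3 (0.67 to 1.12 and 0.37 to 0.68), Slc17a7 (-0.94 to -0.63), Hba-a1 (-0.92 to -0.60) and Nell2 (-1.55 to -0.85).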

Heatmaps illustrating transcripts upregulated or downregulated by HDAC inhibitor treatment in PFC, NAc or HIP revealed that Cpd-60 and SAHA altered unique sets of genes, indicated by distinct heatmap shading for each inhibitor (Fig. 4a). 

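Over all transcripts tested, the log2 changes under Cpd-60 and SAHA had a Pearson correlation of 0.33 in the PFC, 0.38 in the NAc and 0.06 in the HIP (Spearman's rho 0.34, 0.37 and 0.12). These correlations are across transcripts, which are not independent replicates, and both changes were taken against the same vehicle arrays. In 20 simulations of unchanged groups that share the vehicle arrays the correlation had a median of 0.50 in each region, with ranges of 0.48 to 0.52 in the PFC and NAc and 0.48 to 0.53 in the HIP. Splits of the real arrays spanned more, -0.08 to 0.77 in the PFC, -0.46 to 0.91 in the NAc and -0.27 to 0.87 in the HIP. Of 100 such splits, the real one included, 29, 44 and 6 were as low as measured, so chance is not excluded. Without vehicle replicate 3 the correlations were 0.55, 0.70 and 0.30, and without Cpd-60 replicate 3 they were 0.20, -0.14 and -0.25. Each of these fits leaves a group on the first BeadChip alone. In the PFC the correlation was 0.48 without vehicle replicate 1. In the NAc it was 0.60 and 0.56 without Cpd-60 replicates 1 and 2, and 0.16 and 0.50 without SAHA replicates 1 and 2. In the HIP it was 0.28 and 0.25 without Cpd-60 replicates 1 and 2, 0.13 without vehicle replicate 2 and 0.017 without SAHA replicate 1. The other fits with 1 pool left out gave 0.27 to 0.41 in the PFC, 0.35 to 0.37 in the NAc and 0.06 to 0.08 in the HIP, and the BeadChip as a block gave 0.35, 0.51 and 0.18.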

Large changes in gene expression, shown as intense red/blue shading, were seldom aligned between Cpd-60 and SAHA, illustrating little overlap in transcript regulation. Venn diagrams (Fig. 4b) enumerate transcripts significantly altered by Cpd-60 or SAHA compared to vehicle (≥1.2-fold, *post hoc* p<0.05) and highlight striking differences within each of the three brain regions. Specifically, Cpd-60 treatment altered a similar number of transcripts in each region (44–70 upregulated, 42–87 downregulated), whereas transcripts altered by SAHA were predominantly in the HIP (104 upregulated, 148 downregulated), with far fewer changes detected in the PFC or NAc (7 and 5 upregulated, 5 and 16 downregulated, respectively). Moreover, fewer than ten transcripts were altered by both Cpd-60 and SAHA in any brain region, indicating compound-specific effects on gene expression.

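In limma's comparison with vehicle at an unadjusted p under 0.05 and at least 1.2-fold, Cpd-60 upregulated 137 and downregulated 96 transcripts in the PFC, 164 and 207 in the NAc, and 193 and 205 in the HIP. SAHA upregulated 37 and downregulated 15 in the PFC, 34 and 90 in the NAc, and 454 and 542 in the HIP. The balance of rises and falls turned on leaving out 1 pool, for SAHA to 408 up and 277 down in the NAc without SAHA replicate 2, 57 and 55 there without vehicle replicate 1, and 15 and 18 in the PFC without vehicle replicate 2. For Cpd-60 it turned to 559 and 339 in the NAc without Cpd-60 replicate 3, 156 and 189 in the PFC without Cpd-60 replicate 2, 204 and 219 there without vehicle replicate 3, and 255 and 252 in the HIP without vehicle replicate 1. Other alternatives also turned that of Cpd-60, the BeadChip block to 260 and 233 and the block on the number of the pool to 259 and 232 in the HIP, and neqc normalization to 542 and 544 in the PFC. By the methods' test Cpd-60 upregulated 64, 46 and 68 transcripts and downregulated 41, 81 and 86 in the PFC, NAc and HIP, and SAHA upregulated 7, 5 and 104 and downregulated 3, 15 and 153. With the BeadChip as a block, limma's totals were 242, 559 and 493 for Cpd-60 and 29, 190 and 637 for SAHA. Of the alternatives, limma's neqc normalization moved a total by the largest factor, that of SAHA in the PFC, from 52 to 585. Under it the other SAHA totals were 390 in the NAc and 2512 in the HIP, and those of Cpd-60 were 1086, 882 and 1209. Without Cpd-60 replicate 3, Cpd-60 altered 1047 transcripts in the PFC, 898 in the NAc and 1638 in the HIP. Without vehicle replicate 3 it altered 423 in the PFC and 783 in the NAc, and SAHA altered 287, 382 and 1651 in the 3 regions. The SAHA total in the PFC was 33 without vehicle replicate 2 and 233 without SAHA replicate 1. In the NAc it was 73 without vehicle replicate 2, 190 without Cpd-60 replicate 3, and 546, 685 and 78 without SAHA replicates 1, 2 and 3. In the HIP it was 566 without vehicle replicate 1, 1621 without SAHA replicate 1 and 583 without SAHA replicate 3.

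The difference between regions was tested directly, as the drug effect in the HIP minus its mean in the PFC and NAc, in the 18610 transcripts tested in all 3 regions. By chance 930.5 transcripts pass an unadjusted p under 0.05. For SAHA 1305 passed and for Cpd-60 302, and 1111 and 489 with the BeadChip as a block. At an adjusted p under 0.05 limma called 0 for either drug. The SAHA count was 633, 661 and 1987 without vehicle replicates 1, 2 and 3, 2230 without SAHA replicate 1 and 470 without SAHA replicate 3. The Cpd-60 count was 514 without Cpd-60 replicate 3. From the similar number of transcripts altered by Cpd-60 in each region, and the predominance of SAHA changes in the HIP, the paper describes the effects of the inhibitors as differing within each of the 3 brain regions (Fig. 4b).

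**Figure D1:**
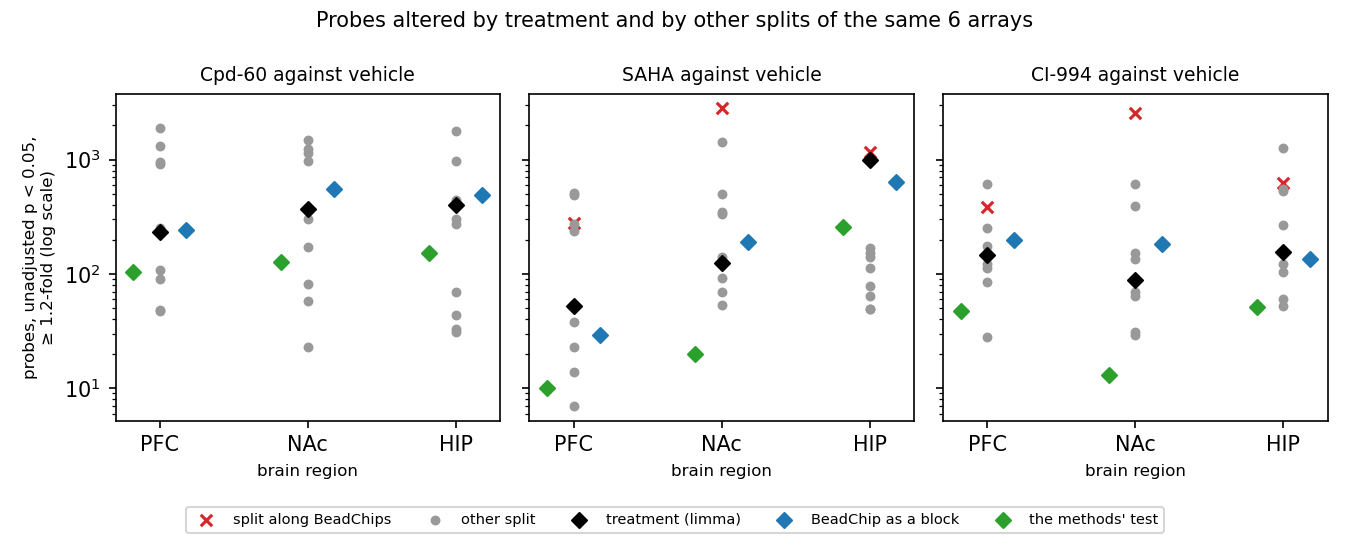
Transcripts at an unadjusted p under 0.05 and at least 1.2-fold (vertical axis, log scale) by brain region for each drug against vehicle. Black diamonds show limma's count for the treatment, blue diamonds the count with the BeadChip as a block, green diamonds the methods' test, grey points the other splits of the same 6 arrays into 3 and 3, and red crosses the split that follows the BeadChips. For SAHA in the HIP the treatment gave 996 and the split along the BeadChips 1162.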

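By limma, 4 transcripts in the PFC, 36 in the NAc and 38 in the HIP passed the same threshold in the same direction under both drugs, 2, 8 and 15 of them upregulated and 2, 28 and 23 downregulated, and 8 more in the HIP passed in opposite directions. The latter were 279 without Cpd-60 replicate 3, 33 with the number of the pool as a block, 23 with neqc normalization, 20 without SAHA replicate 1, 0 by the methods' test and between 0 and 5 without another pool. The first of these fits has Cpd-60 on the first BeadChip alone. The methods' test counted 1, 5 and 16 in the same direction. Drug groups that share vehicle arrays pass together more often than independent groups. In 20 simulations of unchanged groups the count in both had a median of 78 in the PFC (67 to 92), 138 in the NAc (114 to 162) and 64.5 in the HIP (54 to 73). In the PFC and NAc these medians exceed all SAHA calls, 52 and 124, so the simulated counts cannot serve as a chance level there. With the BeadChip as a block the counts in both drugs were 1, 63 and 42. Without vehicle replicate 3 they were 50, 140 and 122, the largest changes on leaving out 1 pool. The PFC count was 9 without vehicle replicate 1 and 2 without SAHA replicate 3. The NAc count was 22 without vehicle replicate 2, 64 without Cpd-60 replicate 1, 20 without Cpd-60 replicate 3 and 132 without SAHA replicate 2, and the HIP count was 71 without Cpd-60 replicate 1. From the small number of transcripts altered by both drugs the paper concludes that the effects on gene expression are compound-specific.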

**Figure 4:**
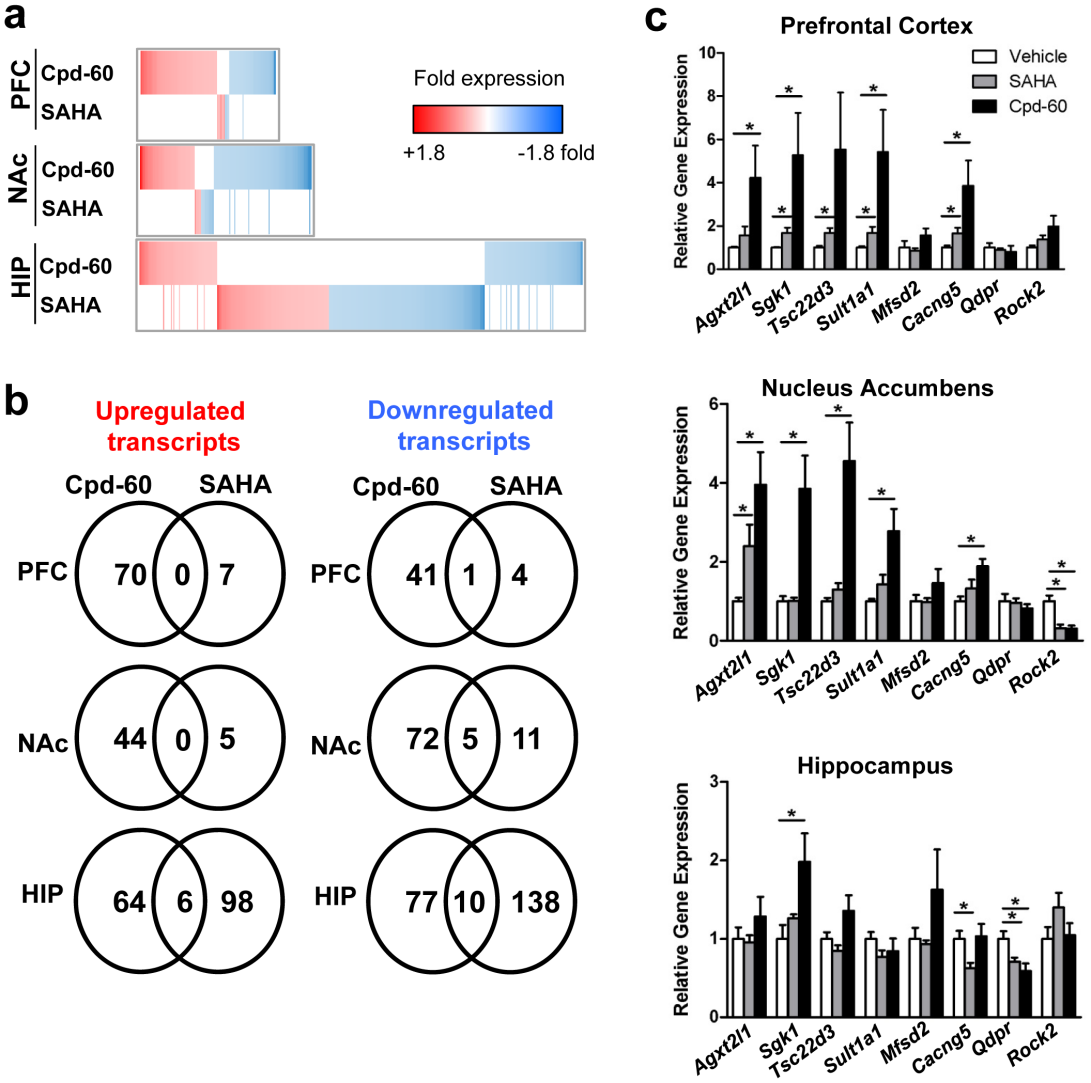
Gene expression changes in mouse brain following chronic HDAC inhibitor treatment. (**a**) Heatmaps illustrating transcript expression changes in mouse brain following chronic HDAC inhibitor treatment for 10 days. Cpd-60 (45 mg/kg, i.p.) significantly upregulated (red) or downregulated (blue) a similar number of transcripts in prefrontal cortex (PFC), nucleus accumbens (NAc), and hippocampus (HIP). Expression changes following SAHA treatment (25 mg/kg, i.p.) were predominantly localized to HIP. (**b**) Venn diagrams illustrate that only 1–10 genes were similarly regulated by Cpd-60 and SAHA treatment depending on brain region. Genes included in heatmaps and Venn diagrams have ≥1.2-fold expression change compared to vehicle (ANOVA p<0.05 with Tukey’s HSD *post hoc* test). (**c**) qPCR validation of a subset of genes with significantly altered expression following Cpd-60 treatment as determined by microarray analysis. *p<0.05, t-test of Cpd-60 or SAHA compared to vehicle.

To validate our microarray findings, we applied quantitative real-time PCR (qPCR) to a set of eight genes robustly altered by Cpd-60 versus vehicle (≥1.2-fold, *post hoc* p<0.05). 

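Of the 8 genes in Fig. 4c, each is given on the array by the probe with the highest mean signal. In log2 intensity, Mfsd2 (ILMN_1225764) was 8.41 ± 0.05 (SD, n = 3 pools) under vehicle and 8.88 ± 0.25 under Cpd-60 in the PFC, a log2 change of 0.48 (SE 0.11), and rose by 0.55 (SE 0.12) in the HIP. Both passed 1.2-fold and an unadjusted p under 0.05 by limma and by the methods' test. Under SAHA Mfsd2 changed by 0.27 (SE 0.12) in the HIP, a call that was lost under the methods' test and on leaving out any of 7 of the 9 pools (0.22 to 0.29), and by 0.03 in the PFC. Sult1a1 (ILMN_2745370) rose under Cpd-60 by 0.36 (SE 0.10) in the PFC, from 7.49 ± 0.09 to 7.85 ± 0.17, by both tests, and by 0.42 (SE 0.15) in the NAc, by limma alone. Without Cpd-60 replicate 1 the PFC change was 0.26 and no longer passed. The NAc change no longer passed without vehicle replicate 3 or Cpd-60 replicates 1 or 2 (0.30 at the lowest). Cacng5 has 3 probes on the array. Its brightest (ILMN_2812240) rose under Cpd-60 by 0.48 (SE 0.13) in the HIP by limma alone, and by 0.41 (SE 0.19) in the NAc, which did not pass. Its probe ILMN_2725698 passed both tests in the NAc (0.50) and HIP (0.37), and ILMN_1226821 changed by 0.05 and -0.01. Under SAHA, Sult1a1 and Cacng5 did not pass in any region. The adjusted p of these changes was 0.432 or above in limma.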

The qPCR results (Fig. 4c) were in agreement with the microarray results for eight of eight genes and provide increased confidence in the microarray gene expression changes. Specifically, the qPCR results supported the microarray results by confirming that Cpd-60 induced robust changes in gene expression, with lesser changes by SAHA, including increases (e.g. *Agxt2l1, Sgk1 and Tsc22d3*) and decreases (e.g. *Qdpr, Rock2*), as well as validation of null effects (e.g. *Mfsd2* in NAc, *Sult1a1* in HIP, Fig.4c; Table S3).

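Agxt2l1 (ILMN_1229990) rose under Cpd-60 in the NAc from 7.24 ± 0.02 (SD, n = 3 pools, log2 intensity) to 8.07 ± 0.19, a log2 change of 0.83 (SE 0.17, adjusted p = 0.999 from limma), by both tests at 1.2-fold and an unadjusted p. Under Cpd-60 it also rose by 0.54 (SE 0.16) in the HIP, by limma alone, and by 0.36 (SE 0.17) in the PFC, which passed neither test. Under SAHA it rose by 0.53 (SE 0.17) in the NAc, by limma alone. The Cpd-60 change in the PFC passed without vehicle replicate 3 or Cpd-60 replicate 3 (0.57 at the highest), and the SAHA change did not pass without SAHA replicate 3 (0.38). Sgk1 (ILMN_1213954) rose in the HIP from 10.15 ± 0.24 to 11.05 ± 0.43, a change of 0.89 (SE 0.19), by both tests, and by 0.60 (SE 0.19) in the PFC and 0.75 (SE 0.24) in the NAc by limma alone. The NAc change did not pass without Cpd-60 replicate 1 (0.55) or 2. Tsc22d3 (ILMN_3150811) rose by 0.55 (SE 0.13) in the PFC and 0.86 (SE 0.17) in the NAc by both tests, and by 0.43 (SE 0.17) in the HIP by limma alone. The HIP change did not pass without vehicle replicates 2 or 3 or Cpd-60 replicates 1 or 2 (0.29 at the lowest). Its other probe, ILMN_2701664, rose by 0.63, 0.77 and 0.60 in the PFC, NAc and HIP, and passed in the PFC and HIP by both tests. Under SAHA Sgk1 changed by 0.07, 0.11 and 0.02 in the 3 regions.

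Qdpr (ILMN_2699933) changed in the HIP by -0.29 (SE 0.08) under Cpd-60 and by -0.35 (SE 0.08) under SAHA, from 10.38 ± 0.04 under vehicle to 10.09 ± 0.05 and 10.03 ± 0.17. The SAHA change did not pass without SAHA replicate 1 (-0.25). Rock2 (ILMN_1248041) changed in the NAc by -0.27 (SE 0.07) under Cpd-60 and by -0.33 (SE 0.07) under SAHA, from 7.44 ± 0.04 to 7.18 ± 0.09 and 7.11 ± 0.04. The Cpd-60 change did not pass without vehicle replicate 3 or Cpd-60 replicates 1 or 2 (-0.23 at the weakest), and the other probe of Rock2 changed by -0.11 under Cpd-60 and by 0.13 under SAHA. All of these passed both tests with all pools, and limma's adjusted p was 0.371 or above. Of the null effects named, Mfsd2 in the NAc changed by 0.54 (SE 0.27) under Cpd-60, which passed neither test and passed limma without Cpd-60 replicate 3 (0.89), and Sult1a1 in the HIP changed by 0.16 (SE 0.07), under 1.2-fold.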

### Cpd-60 Treatment Increases Histone Acetylation at Active Gene Promoter Regions

We next sought a mechanistic link between the observed increases in histone acetylation and changes in gene expression detected following Cpd-60 treatment. As illustrated by the schematic in Figure 5a, chromatin immunoprecipitation (ChIP) and qPCR were used to examine the histone acetylation status of chromatin surrounding the transcription start site (TSS) of four genes with the greatest microarray expression changes induced by Cpd-60 treatment, alanine-glyoxylate aminotransferase 2-like 1 (*Agxt2l1*), serum/glucocorticoid regulated kinase 1 (*Sgk1*), sulfotransferase family 1A phenol-preferring member 1 (*Sult1a1*), and TSC22 domain family member 3 (*Tsc22d3*). We focused on changes in the NAc as this region integrates dopaminergic and serotonergic neurotransmission – systems that are central to mood regulation [36], [37]. Additionally, a previous study showed that in mice, histone acetylation increases in the NAc correlated with antidepressant-like effects of the HDAC1/2/3 inhibitor MS-275 [3]. We found that H4K12ac was significantly enriched by 2- to 10-fold in Cpd-60-treated mice at regions 0.2 and 1 kb upstream of the TSS of all four genes (Fig. 5b). In contrast, H4K12ac levels were lower than vehicle-treated controls in a region 0.5 kB downstream of each TSS (Fig 5b), indicating that enrichment of H4K12ac at upstream gene promoters was not due to global, non-specific increases in histone acetylation. These data suggest that transcription induced by Cpd-60 results, at least in part, from increased H4K12 acetylation at gene promoter regions.

**Figure 5:**
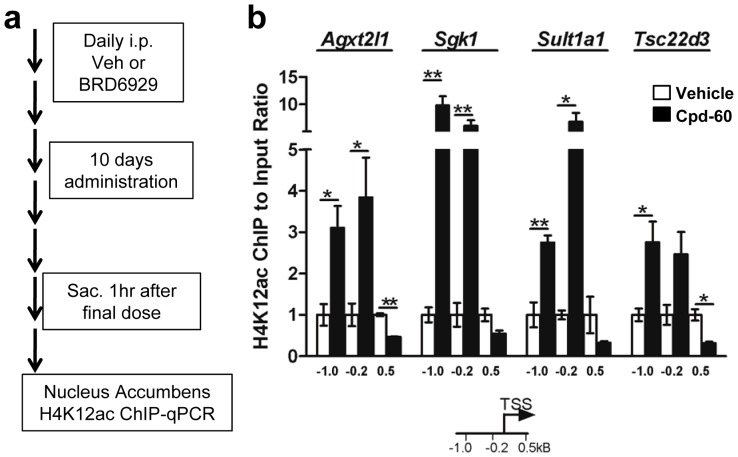
Chromatin immunoprecipitation (ChIP) of nucleus accumbens from Cpd-60 treated mice. (**a**) Schematic of experimental design with 10-day administration of Cpd-60 (45 mg/kg, i.p.). (**b**) Chromatin was immunoprecipitated with an anti-histone H4K12ac-antibody followed by qPCR targeting regions 1.0 or 0.2 kB upstream or 0.5 kB downstream from the transcription start site (TSS). Transcripts upregulated by Cpd-60 treatment had increased histone acetylation at promoter regions upstream, but not downstream, of the TSS in Cpd-60 treated tissue compared to vehicle. *p<0.05, **p<0.01, t-test of Cpd-60 versus vehicle.

### Cpd-60 and Lithium Induce Similar Transcriptional Effects in Brain

The behavioral changes observed in the AIH and FST assays following chronic Cpd-60 treatment are similar to those that we and others have found following treatment with lithium [26], [32], as well as valproate in the case of the AIH assay [15]. Lithium and valproate are reported to have synergistic effects on histone acetylation and other molecular targets in mouse models of neurological disease [8], [9], implicating a common mechanism of the two drugs. We therefore reasoned that Cpd-60 and lithium treatments may induce similar effects on the transcriptome. A previous study by McQuillin and colleagues reported that chronic dietary lithium resulted in significant transcriptional changes (up- and down-regulation) of 121 transcripts in mouse brain compared to mice fed a control diet [38]. We therefore used Gene Set Enrichment Analysis (GSEA) to compare the set of genes whose expression was significantly changed by lithium to those we found altered by Cpd-60 or SAHA treatment by microarray analysis (≥1.2-fold change versus vehicle, Tukey’s HSD *post hoc* p<0.05). As McQuillin and colleagues’ study utilized whole brain, we approximated ‘whole brain’ by compiling our microarray expression data from PFC, NAc, and HIP. 

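Of other genes in Table S3, Usp54 rose under Cpd-60 in the PFC by 1.22-fold and Per2 changed by -1.31-fold, each by limma at an unadjusted p under 0.05 and by the methods' test. Usp54 no longer passed without vehicle replicate 2 or Cpd-60 replicate 2 (log2 changes of 0.22 at the lowest). The other probes of Per2 changed by -0.26 and 0.04 in log2 units and did not pass. By their brightest probes Igfbp5 in the HIP (-1.06-fold) and Mef2c in the NAc (-1.16-fold) did not pass 1.2-fold. Another probe of Igfbp5 (-1.27-fold) and another of Mef2c (-1.20-fold) passed both tests. Without vehicle replicate 3, Mef2c passed with its brightest probe (-0.27 in log2 units). The list of transcripts altered by lithium is not used here, so its overlap was not analysed. Over the 3 regions, among transcripts past 1.2-fold, the largest rises under Cpd-60 by the methods' test were those of Sgk1 in the HIP, Tsc22d3 in the NAc and Agxt2l1 in the NAc, in that order. By limma Ybx3 in the PFC (1.21 in log2 units), named after its value was seen, and Cdkn1a in the HIP rose more than Sgk1. The change of Ybx3 lay between 0.43 and 1.89 with 1 pool left out, and its call was lost on leaving out any of 8 of the 9 pools.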

A subset of 11 of the 390 transcripts altered by Cpd-60 across the three regions were among the 121 modulated by lithium treatment, a statistically significant overlap (FDR-corrected p<0.001), and included the three most upregulated transcripts, *Agxt2l1*, *Sgk1*, and *Tsc22d3* (Table S3). The direction of regulation was the same between Cpd-60 and lithium for 9 of the 11 transcripts. Further, there was no significant overlap between the 288 SAHA-regulated transcripts and those altered by lithium (p = 0.36). We recognize the limitations in comparing these datasets and the small extent of the observed overlap. Nonetheless, these data raise the intriguing possibility that common transcriptional regulatory mechanisms between Cpd-60 and lithium may underlie their similar effects on mood-related behaviors in mice.

## Discussion

Research in post-mortem human brain and preclinical models has provided evidence that chromatin-mediated neuroplasticity likely plays an important role in the mechanisms underlying psychiatric diseases and clinical treatments. A major finding of this study is that chronic systemic treatment of mice with Cpd-60, a slow-binding, selective inhibitor of HDAC1 and HDAC2, modulates brain function as demonstrated by behavioral alterations in paradigms with predictive validity for mood-stabilizing drugs and antidepressants. These alterations were associated with significant transcriptional changes in mouse PFC, NAc and HIP, brain regions involved in regulating mood, that were mediated by epigenetic modifications as evidenced by increased histone acetylation at the promoter regions of upregulated transcripts. Comparatively, the class I and II HDAC inhibitor, SAHA, did not influence mouse behavior in either paradigm and transcriptional changes were predominantly localized to the hippocampus despite evidence of HDAC inhibition in all brain regions examined. These findings underscore the need to understand the mechanisms by which HDAC subtypes regulate histone acetylation and gene transcription, which in turn modulate brain function, as well as how highly-selective HDAC inhibitors can modulate chromatin-mediated neuroplasticity and inform treatment design.

Aside from different HDAC selectivity profiles of Cpd-60 and SAHA, other potential explanations for the distinct behavioral and molecular effects we observed may be related to brain exposure and binding kinetics. Systemic Cpd-60 treatment resulted in peak brain concentrations within 5 min and remained >0.1 µM for at least 8 hr. In contrast, systemic SAHA treatment, although reaching peak concentrations quickly, was cleared from the brain within 2 hr. Nevertheless, SAHA and other HDAC inhibitors are reported to alter mood-related behaviors when infused directly into the brain [3], [19], suggesting that neuroplasticity and behavior can be altered if brain levels of HDAC inhibitors are sufficiently high. The slow binding kinetics of Cpd-60 also support that sustained inhibition of HDAC enzymes may be potentially beneficial in neuropsychiatric disease treatment models.

A limitation to interpreting the behavioral and molecular effects of HDAC inhibitor treatment is that, while the expression of HDAC subtypes has been examined using harvested brain [39], [40], identifying the neuroanatomical distribution and function of HDAC subtypes in living animals remains a lasting challenge. Emerging *in vivo* imaging research investigating radiolabeled HDAC inhibitor compounds [29] may provide tools to reveal the distribution of HDAC subtypes and, ideally, enzymatic activity in the human brain. Meanwhile, this work helps define the relationship between blood-brain barrier (BBB) penetration of compounds and their efficacy in the treatment of CNS disorders. As such, rodent and non-human primate brain imaging data indicate that systemically delivered MS-275 is limited by poor BBB permeability [29], despite altering mood-related behaviors in mice following direct brain infusion [3], [19]. Future studies aimed at identifying HDAC inhibitors with improved selectivity, pharmacokinetics, and BBB permeability, as well as those clarifying the functional distribution of HDAC subtypes in brain, will be critical to develop HDAC therapies for the CNS.

Insight into the mechanism underlying behavioral changes induced by chronic Cpd-60 treatment can be gained from transcriptional changes observed in brain. We interpret the robust gene expression changes detected in this study as suggesting a role of promoter region histone acetylation in the selective transcriptional activation of genes that functionally regulate mood-related neurocircuitry. In our working model, chronic suppression of HDAC1/2 activity by Cpd-60 treatment alters promoter-region histone acetylation of a subset of genes, opening chromatin structure that facilitates transcriptional response to homeostatic cues and regulatory proteins. Resulting gene expression changes converge and, based on our behavioral evidence, function to insulate against challenges to mood-related neurocircuitry.

Based on our microarray data, such homeostatic cues may include glucocorticoid signaling, a stress-response system altered in mood disorders [41], [42] and previously implicated in chromatin-mediated neuroplasticity changes underlying mood-related behaviors [43]. 

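A list of 25 genes induced by glucocorticoids, written from general knowledge, was tested as a set in each region with limma's camera (preset inter-gene correlation of 0.01). Under Cpd-60 the median log2 change of the 25 genes was 0.30 in the PFC, 0.32 in the NAc and 0.31 in the HIP, with 24, 23 and 24 genes above vehicle and adjusted p = 1.4e-19, 1.0e-15 and 5.7e-19 from camera over the 6 tests of the list. Camera's adjusted p lay between 4.4e-22 and 2.2e-11 in the PFC, 1.5e-20 and 1.4e-09 in the NAc and 3.1e-25 and 2.8e-13 in the HIP over the alternatives, the highest without Cpd-60 replicate 2. Under fry, which estimates the correlation between genes from the arrays, the adjusted p was 0.051 in each region, and no call held. At an unadjusted p under 0.05 and 1.2-fold, 12 of the genes passed in the PFC, 8 in the NAc and 16 in the HIP. Adjusted over the list alone 12, 3 and 15 passed, and adjusted over all transcripts 0. The list holds Sgk1, Tsc22d3 and Sult1a1, which the paper picked from these arrays, and without them the median changes were 0.25, 0.28 and 0.30. Within the first BeadChip, with 2 Cpd-60 and 2 vehicle pools, the mean of the list was higher under Cpd-60 by 0.45 in the PFC, 0.49 in the NAc and 0.56 in the HIP. Within the other, with 1 pool each, it was higher by 0.13, 0.11 and 0.06.

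Under SAHA the medians were 0.07 in the PFC (camera adjusted p = 0.0084, fry adjusted p = 0.71, 21 of 25 genes higher), 0.02 in the NAc (camera adjusted p = 0.28) and -0.02 in the HIP (camera adjusted p = 0.98, with camera's direction upward and the median and mean of the list below 0). In the PFC camera's adjusted p lay between 0.00016 with the BeadChip as a block and 0.15 without SAHA replicate 1, where the median was 0.03, and the call was also lost without vehicle replicate 2 (0.04). With the BeadChip as a block the NAc median was 0.11 (adjusted p = 0.018, in a range of 0.018 to 0.52). The difference between the drugs was not tested for the list. From the microarray data, the paper proposes that homeostatic cues may include glucocorticoid signaling.

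**Figure D2:**
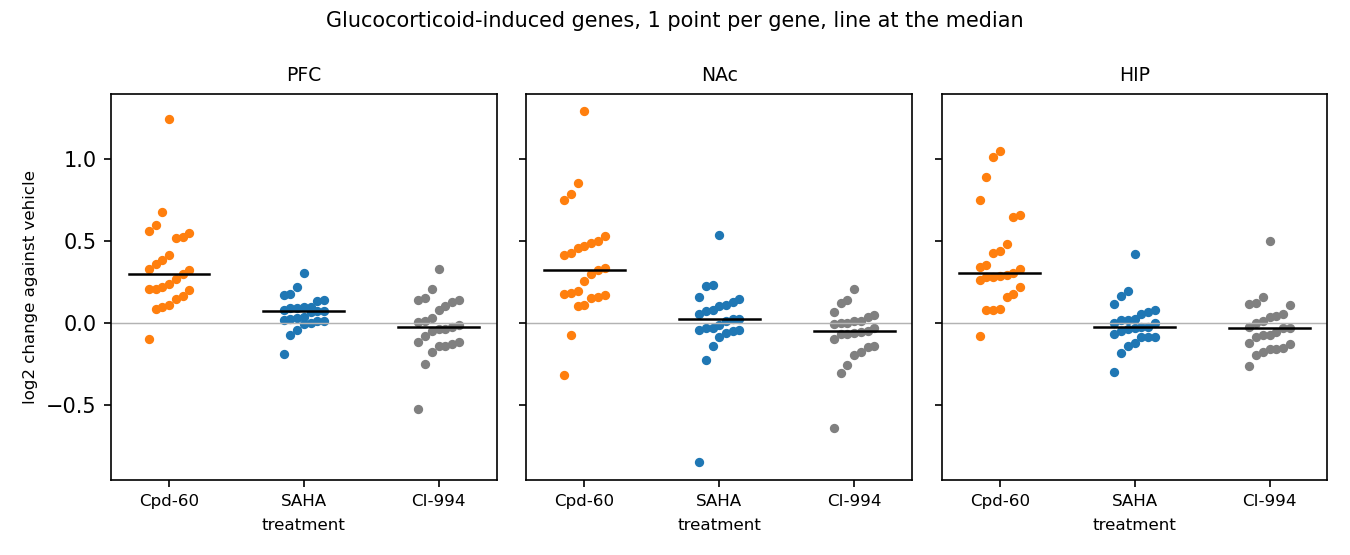
Log2 change against vehicle (vertical axis) of the 25 genes of the glucocorticoid list under Cpd-60, SAHA and CI-994 in the PFC, NAc and HIP, 1 point per gene with a line at the median. Under Cpd-60 the medians are 0.30, 0.32 and 0.31.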

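Of the other glucocorticoid-induced genes on the list, Ddit4, Nfkbia, Fkbp5, Lcn2 and Mt1 were chosen after their values were seen, and their log2 changes under Cpd-60 are given with limma's call at an unadjusted p under 0.05 and 1.2-fold. Ddit4 rose by 0.56 in the PFC and 0.66 in the HIP, and by 0.53 in the NAc, where it did not pass. Nfkbia rose by 0.75 in the HIP and by 0.50 in the NAc, which did not pass. Fkbp5 rose by 0.53 in the PFC and 0.35 in the HIP, and by 0.34 in the NAc, which did not pass. Lcn2 rose by 1.25 in the PFC and 1.29 in the NAc and passed in neither. Mt1 rose by 0.39, 0.30 and 0.44 in the PFC, NAc and HIP and passed in each.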

Lead examples for this model based on the most significant Cpd-60-induced expression changes include *Sgk1* and *Sult1a1*, both induced by glucocorticoid signaling [44], [45]. *Sgk1* and *Sult1a1* were also among the genes reported to be upregulated in rodent brain following lithium treatment [38], and also by diverse antidepressant therapies [46]. Further, *Sgk1* was increased in rat brain after administration of the antipsychotic clozapine [47]. In addition, its protein product SGK phosphorylates and deactivates glycogen synthase kinase-3 (GSK-3), a known target of lithium [48], suggesting that protein effectors in the GSK-3/Wnt signaling pathway (e.g. β-catenin) may mediate transcriptional changes initiated by treatment with Cpd-60, lithium or other drugs that alleviate mood dysregulation. Finally, clozapine and lithium require SGK to suppress nuclear localization of the eukaryotic transcription factor FOXO [49]. Together, these data support that the transcriptional effects we observed in Cpd-60-treated mice may result in part from a glucocorticoid signaling cascade that incorporates SGK1 and modulates the activity of transcription factor proteins such as β-catenin and FOXO.

Importantly, we point out that understanding the impact of selective HDAC inhibitor treatment on behavioral response would benefit from examination in additional tests and paradigms. However, we found that treatment with Cpd-60 (45 mg/kg, i.p.) for longer than 10 days was not well tolerated resulting in compromised health that precluded more thorough behavioral characterization. We did not observe any health compromise in mice treated with SAHA (25 mg/kg, i.p.) for the same time period. Indeed, this is a major caveat in considering compounds like Cpd-60 in designing new therapies for mental health disorders where long-term treatment is often required for efficacy. However, using these and related HDAC inhibitor tool compounds in basic research, future studies hold promise to resolve how HDAC subtype affinity, brain penetrance and clearance relate to both beneficial and deleterious effects of HDAC inhibition. To this end, it is interesting to consider the impact of selective HDAC1/2 inhibition on CNS disease models including chronic corticosteroid exposure [50], as well as chemical and genetic models of neurodegenerative disease [51]–[53]. Likewise, emerging compounds such as a highly selective HDAC3 inhibitor recently used in a study of addiction-related memory [54] will be important in further describing the role of HDAC enzymes in mood-related behaviors and how these enzymes may be best targeted in clinical drug development.

We recognize that, although poorly understood, acetylation of non-histone proteins likely plays a part in HDAC inhibitor effects [55]. While Cpd-60 does not functionally inhibit either HDAC5 or HDAC6, reports have indicated a role for the non-histone targets of these class II HDACs in regulating emotional behavior, stress and GC signaling [56]–[58]. Comparing the behavioral and molecular responses in these reports to those induced by selective class I HDAC inhibitors will clarify the role of acetylation of histone and non-histone proteins to coordinate changes in chromatin structure and mood-related neurocircuitry. Toward this aim, the aggregate changes induced by Cpd-60 treatment represent a signature of gene expression that could be used to discriminate critical factors induced by clinical drugs or other chromatin modifying compounds that may influence psychiatric disease symptoms and treatment. Studies to address this and other mechanistic questions are ongoing.

In conclusion, efforts in genetic and epigenetic research will continue to discover and refine the mechanistic underpinnings of these diseases and lead to targeted, mechanism-based treatments. Our current findings stand as supportive evidence that selective inhibition of HDAC1 and HDAC2 results in beneficial changes in neuroplasticity and may be a novel target for mood disorder therapy. Overall, the results – and limitations – of this study underscore the importance of developing brain-penetrant selective HDAC inhibitors as well as the challenges related of long term, systemic treatment with HDAC inhibitors. Continued research on small molecule, selective HDAC inhibitors will advance understanding of improvements that can made in engineering chromatin modifying drugs and how these may be best applied in treating clinical brain dysfunction.

## Supporting Information

Table S1 **CNS Target Binding Assay.**
(PDF) Click here for additional data file.

Table S2 **Primer sequences used for qPCR and ChIP experiments.**
(PDF) Click here for additional data file.

Table S3 **Significant overlap in gene expression changes associated with chronic Cpd-60 or lithium treatment.** Transcript microarray data expressed as fold change relative to vehicle controls. Eleven of 368 transcripts altered by Cpd-60 in PFC, NAc or HIP (>1.2-fold vs. vehicle, bold text indicates post hoc p<0.05 by Tukey’s HSD) were among 121 transcripts modulated in whole brain of mice treated chronically with lithium (right panel, **McQuillin et al, 2007); overlap significant at p<0.001 by Gene Set Analysis. Gray shading highlights genes upregulated by Cpd-60 and lithium, with lesser effects by SAHA.
(PDF) Click here for additional data file.

Methods S1 **Supplemental Materials and Methods.**
(DOCX) Click here for additional data file.

# Supplementary material for: A Selective HDAC 1/2 Inhibitor Modulates Chromatin and Gene Expression in Brain and Alters Mouse Behavior in Two Mood-Related Tests
**Source:** PLoS One. 2013 Aug 14;8(8):e71323. doi: 10.1371/journal.pone.0071323
**Supplement:** Table S1 — CNS Target Binding Assay.

**Table S1: CNS Target Binding Assay**

| Receptor Assay                                                           | Origin                               | Ligand                                                         | Concentration | Non Specific               | Incubation    |
|--------------------------------------------------------------------------|--------------------------------------|----------------------------------------------------------------|---------------|----------------------------|---------------|
| Adenosine <sub>1</sub><br>(antagonist radioligand)                       | human recombinant<br>(CHO cells)     | [ <sup>3</sup> H]DPCPX                                         | 1 nM          | DPCPX<br>(1 μM)            | 60 min./22°C  |
| Adenosine <sub>2A</sub><br>(agonist radioligand)                         | human recombinant<br>(HEK-293 cells) | [ <sup>3</sup> H]CGS 21680                                     | 6 nM          | NECA<br>(10 μM)            | 120 min./22°C |
| Adenosine <sub>3</sub><br>(agonist radioligand)                          | human recombinant<br>(HEK-293 cells) | [ <sup>125</sup> I]AB-MECA                                     | 0.15 nM       | IB-MECA<br>(1 μM)          | 120 min./22°C |
| Adrenergic α <sub>1</sub><br>(non-selective)<br>(antagonist radioligand) | rat cerebral cortex                  | [ <sup>3</sup> H]prazosin                                      | 0.25 nM       | prazosin<br>(0.5 μM)       | 60 min./22°C  |
| Adrenergic α <sub>2</sub><br>(non-selective)<br>(antagonist radioligand) | rat cerebral cortex                  | [ <sup>3</sup> H]RX 821002                                     | 0.5 nM        | (-)epinephrine<br>(100 μM) | 60 min./22°C  |
| Adrenergic β <sub>1</sub><br>(agonist radioligand)                       | human recombinant<br>(HEK-293 cells) | [ <sup>3</sup> H](+)-CGP 12177                                 | 0.15 nM       | alprenolol<br>(50 μM)      | 60 min./22°C  |
| Adrenergic β <sub>2</sub><br>(agonist radioligand)                       | human recombinant<br>(CHO cells)     | [ <sup>3</sup> H](+)-CGP 12177                                 | 0.2 nM        | alprenolol<br>(50 μM)      | 120 min./22°C |
| Angiotensin - <sub>1</sub><br>(antagonist radioligand)                   | human recombinant<br>(HEK-293 cells) | [ <sup>125</sup> I][Sar <sup>1</sup> ,Ile <sup>8</sup> ]-AT-II | 0.05 nM       | angiotensin-II<br>(10 μM)  | 120 min./37°C |
| Angiotensin- <sub>2</sub><br>(antagonist radioligand)                    | human recombinant<br>(CHO cells)     | [ <sup>125</sup> I]CGP 42112A                                  | 0.04 nM       | angiotensin-II<br>(1 μM)   | 180 min./37°C |
| Benzodiazepine (central)<br>(agonist radioligand)                        | rat cerebral cortex                  | [ <sup>3</sup> H]flunitrazepam                                 | 0.4 nM        | diazepam<br>(3 μM)         | 60 min./4°C   |
| Benzodiazepine (peripheral)<br>(antagonist radioligand)                  | rat heart                            | [ <sup>3</sup> H]PK 11195                                      | 0.2 nM        | PK 11195<br>(10 μM)        | 15 min./22°C  |
| Bombesin (non-selective)<br>(agonist radioligand)                        | rat cerebral cortex                  | [ <sup>125</sup> I][Tyr <sup>4</sup> ]bombesin                 | 0.01 nM       | bombesin<br>(1 μM)         | 60 min./22°C  |
| Bradykinin<br>(agonist radioligand)                                      | human recombinant<br>(CHO cells)     | [ <sup>3</sup> H]bradykinin                                    | 0.2 nM        | bradykinin<br>(1 μM)       | 60 min./22°C  |
| Calcitonin gene-related peptide<br>(agonist radioligand)                 | human recombinant<br>(CHO cells)     | [ <sup>125</sup> I]hCGRPα                                      | 0.03 nM       | hCGRPα<br>(1 μM)           | 90 min./22°C  |
| Cannabinoid<br>(agonist radioligand)                                     | human recombinant<br>(CHO cells)     | [ <sup>3</sup> H]CP 55940                                      | 0.5 nM        | WIN 55212-2<br>(10 μM)     | 120 min./37°C |
| Cholecystokinin-A<br>(agonist radioligand)                               | human recombinant<br>(CHO cells)     | [ <sup>125</sup> I]CCK-8s                                      | 0.08 nM       | CCK-8s<br>(1 μM)           | 60 min./22°C  |
| Cholecystokinin-B<br>(agonist radioligand)                               | human recombinant<br>(CHO cells)     | [ <sup>125</sup> I]CCK-8s                                      | 0.08 nM       | CCK-8s<br>(1 μM)           | 60 min./22°C  |
| Dopamine-D <sub>1</sub><br>(antagonist radioligand)                      | human recombinant<br>(CHO cells)     | [ <sup>3</sup> H]SCH 23390                                     | 0.3 nM        | SCH 23390<br>(1 μM)        | 60 min./22°C  |
| Dopamine-D <sub>2S</sub><br>(antagonist radioligand)                     | human recombinant<br>(HEK-293 cells) | [ <sup>3</sup> H]spiperone                                     | 0.3 nM        | (+)butaclamol<br>(10 μM)   | 60 min./22°C  |
| Dopamine-D <sub>3</sub><br>(antagonist radioligand)                      | human recombinant<br>(CHO cells)     | [ <sup>3</sup> H]spiperone                                     | 0.3 nM        | (+)butaclamol<br>(10 μM)   | 60 min./22°C  |

| Receptor Assay                                          | Origin                               | Ligand                                | Concentration | Non Specific                                                             | Incubation    |
|---------------------------------------------------------|--------------------------------------|---------------------------------------|---------------|--------------------------------------------------------------------------|---------------|
| Dopamine-D <sub>4</sub><br>(antagonist radioligand)     | human recombinant<br>(CHO cells)     | [ <sup>3</sup> H]spiperone            | 0.3 nM        | (+)butaclamol<br>(10 µM)                                                 | 60 min./22°C  |
| Dopamine-D <sub>5</sub><br>(antagonist radioligand)     | human recombinant<br>(GH4 cells)     | [ <sup>3</sup> H]SCH 23390            | 0.3 nM        | SCH 23390<br>(10 µM)                                                     | 60 min./22°C  |
| Endothelin -ET <sub>A</sub><br>(agonist radioligand)    | human recombinant<br>(CHO cells)     | [ <sup>125</sup> I]endothelin-1       | 0.03 nM       | endothelin-1<br>(0.1 µM)                                                 | 120 min./37°C |
| Endothelin -ET <sub>B</sub><br>(agonist radioligand)    | human recombinant<br>(CHO cells)     | [ <sup>125</sup> I]endothelin-1       | 0.03 nM       | endothelin-1<br>(0.1 µM)                                                 | 120 min./37°C |
| GABA<br>(non-selective)<br>(agonist radioligand)        | rat cerebral cortex                  | [ <sup>3</sup> H]GABA                 | 10 nM         | GABA<br>(100 µM)                                                         | 60 min./22°C  |
| Galanin <sub>1</sub><br>(agonist radioligand)           | human recombinant<br>(HEK-293 cells) | [ <sup>125</sup> I]galanin            | 0.1 nM        | galanin<br>(1 µM)                                                        | 60 min./22°C  |
| Galanin <sub>2</sub><br>(agonist radioligand)           | human recombinant<br>(CHO cells)     | [ <sup>125</sup> I]galanin            | 0.05 nM       | galanin<br>(1 µM)                                                        | 120 min./22°C |
| Growth Factors - PDGF<br>(agonist radioligand)          | Balb/c 3T3 cells                     | [ <sup>125</sup> I]PDGF BB            | 0.03 nM       | PDGF BB<br>(10 nM)                                                       | 180 min./4°C  |
| Chemokines (IL-8B)<br>(agonist radioligand)             | human recombinant<br>(HEK-293 cells) | [ <sup>125</sup> I]IL-8               | 0.025 nM      | IL-8<br>(30 nM)                                                          | 60 min./22°C  |
| TNF- $\alpha$<br>(agonist radioligand)                  | U-937 cells                          | [ <sup>125</sup> I]TNF- $\alpha$      | 0.1 nM        | TNF- $\alpha$<br>(10 nM)                                                 | 120 min./4°C  |
| Chemokines - CCR1<br>(agonist radioligand)              | human recombinant<br>(HEK-293 cells) | [ <sup>125</sup> I]MIP-1 $\alpha$     | 0.02 nM       | MIP-1 $\alpha$<br>(100 nM)                                               | 120 min./22°C |
| Histamine-H <sub>1</sub><br>(antagonist radioligand)    | human recombinant<br>(CHO cells)     | [ <sup>3</sup> H]pyrilamine           | 3 nM          | pyrilamine<br>(1 µM)                                                     | 60 min./22°C  |
| Histamine-H <sub>2</sub><br>(antagonist radioligand)    | human recombinant<br>(CHO cells)     | [ <sup>125</sup> I]APT                | 0.075 nM      | tiotidine<br>(100 µM)                                                    | 120 min./22°C |
| Melanocortin - MC <sub>4</sub><br>(agonist radioligand) | human recombinant<br>(CHO cells)     | [ <sup>125</sup> I]NDP- $\alpha$ -MSH | 0.05 nM       | NDP- $\alpha$ -MSH<br>(1 µM)                                             | 120 min./37°C |
| Melatonin (ML <sub>1A</sub> )<br>(agonist radioligand)  | human recombinant<br>(CHO cells)     | [ <sup>125</sup> I]2-iodomelatonin    | 0.025 nM      | melatonin<br>(1 µM)                                                      | 60 min./22°C  |
| Muscarinic-M <sub>1</sub><br>(antagonist radioligand)   | human recombinant<br>(CHO cells)     | [ <sup>3</sup> H]pirenzepine          | 2 nM          | atropine<br>(1 µM)                                                       | 60 min./22°C  |
| Muscarinic-M <sub>2</sub><br>(antagonist radioligand)   | human recombinant<br>(CHO cells)     | [ <sup>3</sup> H]AF-DX 384            | 2 nM          | atropine<br>(1 µM)                                                       | 60 min./22°C  |
| Muscarinic-M <sub>3</sub><br>(antagonist radioligand)   | human recombinant<br>(CHO cells)     | [ <sup>3</sup> H]4-DAMP               | 0.2 nM        | atropine<br>(1 µM)                                                       | 60 min./22°C  |
| Muscarinic-M <sub>4</sub><br>(antagonist radioligand)   | human recombinant<br>(CHO cells)     | [ <sup>3</sup> H]4-DAMP               | 0.2 nM        | atropine<br>(1 µM)                                                       | 60 min./22°C  |
| Muscarinic-M <sub>5</sub><br>(antagonist radioligand)   | human recombinant<br>(CHO cells)     | [ <sup>3</sup> H]4-DAMP               | 0.3 nM        | atropine<br>(1 µM)                                                       | 60 min./22°C  |
| Neurokinin-NK <sub>1</sub><br>(agonist radioligand)     | U-373MG cells<br>(endogenous)        | [ <sup>125</sup> I]BH-SP              | 0.15 nM       | [Sar <sup>9</sup> ,Met(O <sub>2</sub> ) <sup>11</sup> ]-<br>SP<br>(1 µM) | 60 min./22°C  |
| Neurokinin-NK <sub>2</sub><br>(agonist radioligand)     | human recombinant<br>(CHO cells)     | [ <sup>125</sup> I]NKA                | 0.1 nM        | [Nleu <sup>10</sup> ]-<br>NKA (4-10)<br>(10 µM)                          | 60 min./22°C  |

| Receptor Assay                                                                       | Origin                                  | Ligand                                                | Concentration | Non Specific                      | Incubation    |
|--------------------------------------------------------------------------------------|-----------------------------------------|-------------------------------------------------------|---------------|-----------------------------------|---------------|
| Neurokinin-NK <sub>3</sub><br>(antagonist radioligand)                               | human recombinant<br>(CHO cells)        | [ <sup>3</sup> H]SR 142801                            | 0.4 nM        | SB 222200<br>(10 μM)              | 120 min./22°C |
| Neuropeptide Y-Y <sub>1</sub><br>(agonist radioligand)                               | SK-N-MC cells<br>(endogenous)           | [ <sup>125</sup> I]peptide YY                         | 0.025 nM      | NPY<br>(1 μM)                     | 120 min./37°C |
| Neuropeptide Y-Y <sub>2</sub><br>(agonist radioligand)                               | KAN-TS cells                            | [ <sup>125</sup> I]peptide YY                         | 0.015 nM      | NPY<br>(1 μM)                     | 60 min./37°C  |
| Neurotensin (NT <sub>1</sub> )<br>(agonist radioligand)                              | human recombinant<br>(CHO cells)        | [ <sup>125</sup> I]Tyr <sup>3</sup> -<br>neurotensin  | 0.05 nM       | neurotensin<br>(1 μM)             | 60 min./4°C   |
| δ <sub>2</sub> Opioid (DOP)<br>(agonist radioligand)                                 | human recombinant<br>(CHO cells)        | [ <sup>3</sup> H]DADLE                                | 0.5 nM        | naltrexone<br>(10 μM)             | 120 min./22°C |
| κ Opioid (KOP)<br>(agonist radioligand)                                              | rat recombinant<br>(CHO cells)          | [ <sup>3</sup> H]U 69593                              | 1 nM          | naloxone<br>(10 μM)               | 60 min./22°C  |
| μ Opioid (MOP)<br>(agonist radioligand)                                              | human recombinant<br>(HEK-293 cells)    | [ <sup>3</sup> H]DAMGO                                | 0.5 nM        | naloxone<br>(10 μM)               | 120 min./22°C |
| Opioid-like (ORL1)<br>(agonist radioligand)                                          | human recombinant<br>(HEK-293 cells)    | [ <sup>3</sup> H]nociceptin                           | 0.2 nM        | nociceptin<br>(1 μM)              | 60 min./22°C  |
| Vasoactive intestinal peptide<br>PAC <sub>1</sub> (PACAP)<br>(agonist radioligand)   | human recombinant<br>(CHO cells)        | [ <sup>125</sup> I]PACAP <sub>1-27</sub>              | 0.015 nM      | PACAP <sub>1-27</sub><br>(100 nM) | 120 min./22°C |
| Non-steroid nuclear receptor<br>PPAR <sub>γ</sub><br>(agonist radioligand)           | human recombinant<br>( <i>E. coli</i> ) | [ <sup>3</sup> H]rosiglitazone                        | 5 nM          | rosiglitazone<br>(10 μM)          | 120 min./4°C  |
| Glutamate - PCP<br>(antagonist radioligand)                                          | rat cerebral cortex                     | [ <sup>3</sup> H]TCP                                  | 10 nM         | MK 801<br>(10 μM)                 | 120 min./37°C |
| Prostanoid - EP <sub>4</sub><br>(agonist radioligand)                                | human recombinant<br>(CHO cells)        | [ <sup>3</sup> H]PGE <sub>2</sub>                     | 1 nM          | PGE <sub>2</sub><br>(10 μM)       | 120 min./22°C |
| Prostanoid - TP<br>(TXA <sub>2</sub> /PGH <sub>2</sub> )<br>(antagonist radioligand) | human recombinant<br>(HEK-293 cells)    | [ <sup>3</sup> H]SQ 29548                             | 5 nM          | U 44069<br>(10 μM)                | 60 min./22°C  |
| Prostanoid - IP (PGI <sub>2</sub> )<br>(agonist radioligand)                         | human recombinant<br>(HEK-293 cells)    | [ <sup>3</sup> H]iloprost                             | 10 nM         | iloprost<br>(10 μM)               | 60 min./22°C  |
| Purinergic-P2X<br>(agonist radioligand)                                              | rat urinary bladder                     | [ <sup>3</sup> H]α,β-MeATP                            | 3 nM          | α,β-MeATP<br>(10 μM)              | 120 min./4°C  |
| Purinergic-P2Y<br>(agonist radioligand)                                              | rat cerebral cortex                     | [ <sup>35</sup> S]dATPαS                              | 10 nM         | dATPαS<br>(10 μM)                 | 60 min./22°C  |
| Serotonin 5-HT <sub>1A</sub><br>(agonist radioligand)                                | human recombinant<br>(HEK-293 cells)    | [ <sup>3</sup> H]8-OH-DPAT                            | 0.3 nM        | 8-OH-DPAT<br>(10 μM)              | 60 min./22°C  |
| Serotonin 5-HT <sub>1B</sub><br>(antagonist radioligand)                             | rat cerebral cortex                     | [ <sup>125</sup> I]CYP<br>(+ 30 μM<br>(-)propranolol) | 0.1 nM        | serotonin<br>(10 μM)              | 120 min./37°C |
| Serotonin 5-HT <sub>2A</sub><br>(antagonist radioligand)                             | human recombinant<br>(HEK-293 cells)    | [ <sup>3</sup> H]ketanserin                           | 0.5 nM        | ketanserin<br>(1 μM)              | 60 min./22°C  |
| Serotonin 5-HT <sub>2B</sub><br>(agonist radioligand)                                | human recombinant<br>(CHO cells)        | [ <sup>125</sup> I](±)DOI                             | 0.2 nM        | (±)DOI<br>(1 μM)                  | 60 min./22°C  |
| Serotonin 5-HT <sub>2C</sub><br>(antagonist radioligand)                             | human recombinant<br>(CHO cells)        | [ <sup>3</sup> H]mesulergine                          | 1 nM          | RS 102221<br>(10 μM)              | 60 min./37°C  |
| Serotonin 5-HT <sub>3</sub><br>(antagonist radioligand)                              | human recombinant<br>(CHO cells)        | [ <sup>3</sup> H]BRL 43694                            | 0.5 nM        | MDL 72222<br>(10 μM)              | 120 min./22°C |

| Receptor Assay                                                                                    | Origin                           | Ligand                                                    | Concentration | Non Specific                | Incubation    |
|---------------------------------------------------------------------------------------------------|----------------------------------|-----------------------------------------------------------|---------------|-----------------------------|---------------|
| Serotonin 5-HT <sub>5A</sub><br>(agonist radioligand)                                             | human recombinant<br>(CHO cells) | [ <sup>3</sup> H]LSD                                      | 1 nM          | serotonin<br>(100 μM)       | 60 min./37°C  |
| Serotonin 5-HT <sub>6</sub><br>(agonist radioligand)                                              | human recombinant<br>(CHO cells) | [ <sup>3</sup> H]LSD                                      | 2 nM          | serotonin<br>(100 μM)       | 120 min./37°C |
| Serotonin 5-HT <sub>7</sub><br>(agonist radioligand)                                              | human recombinant<br>(CHO cells) | [ <sup>3</sup> H]LSD                                      | 4 nM          | serotonin<br>(10 μM)        | 120 min./22°C |
| σ Sigma (non-selective)<br>(agonist radioligand)                                                  | rat cerebral cortex              | [ <sup>3</sup> H]DTG                                      | 8 nM          | haloperidol<br>(10 μM)      | 120 min./22°C |
| Somatostatin (non-selective)<br>(agonist radioligand)                                             | AtT-20 cells                     | [ <sup>125</sup> I]Tyr <sup>11</sup> -<br>somatostatin-14 | 0.05 nM       | somatostatin-14<br>(300 nM) | 60 min./37°C  |
| Steroid nuclear receptor GR<br>(agonist radioligand)                                              | IM-9 cells (cytosol)             | [ <sup>3</sup> H]dexamethasone                            | 1.5 nM        | triamcinolone<br>(10 μM)    | 6 h./4°C      |
| Vasoactive intestinal peptide<br>(VIP <sub>1</sub> )<br>(agonist radioligand)                     | human recombinant<br>(CHO cells) | [ <sup>125</sup> I]VIP                                    | 0.04 nM       | VIP<br>(1 μM)               | 60 min./22°C  |
| Vasopressin - V <sub>1a</sub><br>(agonist radioligand)                                            | human recombinant<br>(CHO cells) | [ <sup>3</sup> H]AVP                                      | 0.3 nM        | AVP<br>(1 μM)               | 60 min./22°C  |
| Ca <sup>2+</sup> channel<br>(L, verapamil site)<br>(phenylalkylamine)<br>(antagonist radioligand) | rat cerebral cortex              | [ <sup>3</sup> H](−)D 888                                 | 3 nM          | D 600<br>(10 μM)            | 120 min./22°C |
| Potassium- K <sub>V</sub> channel<br>(antagonist radioligand)                                     | rat cerebral cortex              | [ <sup>125</sup> I]α-dendrotoxin                          | 0.01 nM       | α-dendrotoxin<br>(50 nM)    | 60 min./22°C  |
| Potassium- SK <sub>Ca</sub> channel<br>(antagonist radioligand)                                   | rat cerebral cortex              | [ <sup>125</sup> I]apamin                                 | 0.007 nM      | apamin<br>(100 nM)          | 60 min./4°C   |
| Na <sup>+</sup> channel (site 2)<br>(antagonist radioligand)                                      | rat cerebral cortex              | [ <sup>3</sup> H]batrachotoxinin                          | 10 nM         | veratridine<br>(300 μM)     | 60 min./22°C  |
| Cl <sup>−</sup> channel<br>(GABA-gated)<br>(antagonist radioligand)                               | rat cerebral cortex              | [ <sup>35</sup> S]TBPS                                    | 3 nM          | picrotoxinin<br>(20 μM)     | 120 min./22°C |
| norepinephrine<br>transporter<br>(antagonist radioligand)                                         | human recombinant<br>(CHO cells) | [ <sup>3</sup> H]nisoxetine                               | 1 nM          | desipramine<br>(1 μM)       | 120 min./4°C  |
| dopamine<br>transporter<br>(antagonist radioligand)                                               | human recombinant<br>(CHO cells) | [ <sup>3</sup> H]BTCP                                     | 4 nM          | BTCP<br>(10 μM)             | 120 min./4°C  |
| Serotonin transporter<br>(antagonist radioligand)                                                 | human recombinant<br>(CHO cells) | [ <sup>3</sup> H]imipramine                               | 2 nM          | imipramine<br>(10 μM)       | 60 min./22°C  |

# Supplementary material for: A Selective HDAC 1/2 Inhibitor Modulates Chromatin and Gene Expression in Brain and Alters Mouse Behavior in Two Mood-Related Tests
**Source:** PLoS One. 2013 Aug 14;8(8):e71323. doi: 10.1371/journal.pone.0071323
**Supplement:** Table S2 — Primer sequences used for qPCR and ChIP experiments.

**Table S2: Primer sequences used for qPCR and ChIP experiments**

| Gene name               | Forward (5'-3')                   | Reverse (5'-3')                   |
|-------------------------|-----------------------------------|-----------------------------------|
| Agxt2l1                 | GCCCAGCATTCAGGGTTGGGG             | AGGTGTTTCGGAGGAGGGGCC             |
| Sgk1                    | GCAGCCGTATGACCGGACGG              | AAACGGGGGCAGGCCGTAGA              |
| Tsc22d3                 | AGCAGGCCATGGACCTCGTGA             | CGCGCTCCAGCTGGGAGTTC              |
| Sult1a1                 | TGGGAAAGTGTCTATGGGTCGTGG          | ACAGGGTGAGTGCGTCTCAGCT            |
| Mfsd2                   | TGCCCTTGCACTGAGCAGCTG             | GCAGCCCTAAGGCTTGGCCC              |
| Cacng5                  | CCCTCCACAGCCACAGCCAC              | CGCCGCCCTCACATCACAGG              |
| Qdpr                    | ATCCTTTTGTGTTCCAGCCTAGGC          | AGGAAGAACACTCCAAGCACTCACA         |
| Rock2                   | TCCCAACCAACTGTGAGGCATGT           | TGTGGCACCTACGGCACTCT              |
| <b>Primers for ChIP</b> | <b>1.0kB upstream (forward)</b>   | <b>1.0kB upstream (reverse)</b>   |
| Agxt2l1                 | AGAACCCAAAGCTCCCGGCG              | GCCTGACTCCCCTCAGGCTGG             |
| Sgk1                    | ACGGACGGGGTTTAAGGCAGTG            | CGACCTGGAGTGACCCTTGCG             |
| Sult1a1                 | TGGCATCTTGCTCCTCTCGC              | GAGTGGGGTTGGGGGATGCG              |
| Tsc22d3                 | GCCAAGGCTGGGGCAAGGAG              | GGCCCCTAAGGTCCCAGGCA              |
| <b>Primers for ChIP</b> | <b>0.2kB upstream (forward)</b>   | <b>0.2kB upstream (reverse)</b>   |
| Agxt2l1                 | TGGGGAGGAGGAAGCAAGGCA             | TCTGCAGATGTCCCCTGCCCC             |
| Sgk1                    | CGGGACACCGAGGAGGGGAG              | GGAGGAGGGCACTGGAGGGG              |
| Sult1a1                 | TGACGTCAGAGGTTCCAGGCA             | AGTAGCCAGATGGGGACACCTGC           |
| Tsc22d3                 | TGGCATTTCTCCTCTCGACG              | AGCTCTGTCGTCCCTCCCCA              |
| <b>Primers for ChIP</b> | <b>0.5kB downstream (forward)</b> | <b>0.5kB downstream (reverse)</b> |
| Agxt2l1                 | CATCATGTGATTGATGCCTCCCCA          | AGCCTCACTTTTGCCCGGGG              |
| Sgk1                    | GCCAGCAACACCTATGCATGCA            | CCCGCCCCATGAAGTCTTCGC             |
| Sult1a1                 | TCAGTTCTAGATGGGCTGAGGCATT         | AGTGCAGCTTCAGGCCATGGC             |
| Tsc22d3                 | TGCCTGGGACCTTAGGGGCC              | TGAGCGGCCTGCTTTTGGGC              |

# Supplementary material for: A Selective HDAC 1/2 Inhibitor Modulates Chromatin and Gene Expression in Brain and Alters Mouse Behavior in Two Mood-Related Tests
**Source:** PLoS One. 2013 Aug 14;8(8):e71323. doi: 10.1371/journal.pone.0071323
**Supplement:** Table S3 — Significant overlap in gene expression changes associated with chronic Cpd-60 or lithium treatment. Transcript microarray data expressed as fold change relative to vehicle controls. Eleven of 368 transcripts altered by Cpd-60 in PFC, NAc or HIP (>1.2-fold vs. vehicle, bold text indicates post hoc p<0.05 by Tukey’s HSD) were among 121 transcripts modulated in whole brain of mice treated chronically with lithium (right panel, **McQuillin et al, 2007); overlap significant at p<0.001 by Gene Set Analysis. Gray shading highlights genes upregulated by Cpd-60 and lithium, with lesser effects by SAHA.

**Table S3: Significant overlap in gene expression changes associated with chronic Cpd-60 or lithium treatment.**

Transcript microarray data expressed as fold change relative to vehicle controls. Eleven of 368 transcripts altered by Cpd-60 in PFC, NAc or HIP (>1.2-fold vs. vehicle, bold text indicates post hoc  $p < 0.05$  by Tukey's HSD) were among 121 transcripts modulated in whole brain of mice treated chronically with lithium (right panel, \*\*McQuillin et al, 2007); overlap significant at  $p < 0.001$  by Gene Set Analysis. Gray shading highlights genes upregulated by Cpd-60 and lithium, with lesser effects by SAHA.

| Gene Symbol    | Region | Cpd-60       | SAHA         | Lithium** |
|----------------|--------|--------------|--------------|-----------|
| <i>Agxt2l1</i> | PFC    | -            | -            | 2.73      |
|                | NAc    | <b>1.77</b>  | 1.44         |           |
|                | HIP    | 1.45         | 1.04         |           |
| <i>Sgk1</i>    | PFC    | 1.51         | 1.05         | 2.85      |
|                | NAc    | 1.68         | 1.08         |           |
|                | HIP    | <b>1.85</b>  | 1.01         |           |
| <i>Tsc22d3</i> | PFC    | <b>1.54</b>  | 1.02         | 1.95      |
|                | NAc    | <b>1.80</b>  | 1.10         |           |
|                | HIP    | <b>1.51</b>  | 1.25         |           |
| <i>Sult1a1</i> | PFC    | <b>1.28</b>  | 1.01         | 6.28      |
|                | NAc    | 1.33         | 1.09         |           |
|                | HIP    | 1.12         | 1.00         |           |
| <i>Mfsd2</i>   | PFC    | <b>1.39</b>  | 1.02         | 2.65      |
|                | NAc    | -            | -            |           |
|                | HIP    | <b>1.46</b>  | 1.20         |           |
| <i>Usp54</i>   | PFC    | <b>1.22</b>  | 1.05         | 1.57      |
|                | NAc    | -            | -            |           |
|                | HIP    | -            | -            |           |
| <i>Nrxn1</i>   | PFC    | <b>1.20</b>  | 1.19         | -1.18     |
|                | NAc    | -            | -            |           |
|                | HIP    | -            | -            |           |
| <i>Qdpr</i>    | PFC    | -            | -            | -1.46     |
|                | NAc    | -            | -            |           |
|                | HIP    | <b>-1.22</b> | <b>-1.27</b> |           |
| <i>Igfbp5</i>  | PFC    | -            | -            | -1.56     |
|                | NAc    | -            | -            |           |
|                | HIP    | <b>-1.27</b> | -1.11        |           |
| <i>Mef2c</i>   | PFC    | -            | -            | -1.22     |
|                | NAc    | <b>-1.20</b> | -1.12        |           |
|                | HIP    | -            | -            |           |
| <i>Per2</i>    | PFC    | <b>-1.31</b> | -1.11        | 2.47      |
|                | NAc    | -            | -            |           |
|                | HIP    | -            | -            |           |

# Supplementary material for: A Selective HDAC 1/2 Inhibitor Modulates Chromatin and Gene Expression in Brain and Alters Mouse Behavior in Two Mood-Related Tests
**Source:** PLoS One. 2013 Aug 14;8(8):e71323. doi: 10.1371/journal.pone.0071323
**Supplement:** Methods S1 — Supplemental Materials and Methods.

**Supplemental Materials and Methods**

Animals

C57BL/6 male mice were purchased at 10 weeks of age from The Jackson Laboratory and Taconic Farms. Mice were housed on a diurnal 12:12-h light-dark cycle, four per cage, with free access to food and water. All animals were acclimated to the colony for one week before procedures. All mouse procedures were approved by the Massachusetts Institute of Technology Animal Care and Use Committee. A female (*Papio anubis)* baboon was used to determine the brain uptake and pharmacokinetics of carbon-11 labeled Cpd-60. This study was conducted at Brookhaven National Laboratory where it was approved by the Brookhaven Institutional Animal Care and Use Committee. All animal studies followed the National Institutes of Health Guide for the Care and Use of Laboratory Animals.

Pharmacokinetic Profile Determination

Plasma and brain samples and dose formulations were analyzed as previously described [[1](#_ENREF_1)] using high performance liquid chromatography/mass spectrometry consisting of an Agilent liquid chromatograph equipped with an 1100 series isocratic pump, autosampler and degasser (Agilent Technologies Inc.,USA), and an ABI Inc. API3000 triple-quadpole mass spectrometer with ESI interface (ABI Inc, Canada). Data acquisition and control system were created using Analyst 1.4 software from ABInc.

CNS Target Binding Assays

Binding of Cpd-60 to 80 common CNS targets was analysed using the High-Thoughput Profile P-3 panel (Cerep, France). The specific ligand binding to the receptors is defined as the difference between the total binding and the nonspecific binding determined in the presence of an excess of unlabelled ligand. In each experiment, the respective reference compound was tested concurrently with Cpd-60 (10µM) in duplicate and the data were compared with historical values determined at Cerep. The results were expressed as a percent of control specific binding ((measured specific binding/control specific binding) x 100) and as a percent inhibition of control specific binding (100-((measured specific binding/control specific binding) x 100)) obtained in the presence of Cpd-60. The experiment was accepted in accordance with Cerep’s validation Standard Operating Procedure.

Biochemical Assays

HDAC activity was measured *in vitro* using recombinant human HDACs 1-9 using the Caliper EZ reader II system (Caliper Life Sciences, USA) in a microfluidic lab-on-chip technology assay with reaction rates normalized to the average of DMSO control treatments. All HDACs were purchased from BPS Bioscience, substrates were synthesized in house, and all the other reagents purchased from Sigma.

For HDAC inhibition assays, purified HDACs were incubated with 2 μM carboxyfluorescein
(FAM)-labeled acetylated peptide substrate and test compound for 60 min at room temperature in HDAC assay buffer containing 50 mM HEPES (pH 7.4), 100 mM KCl, 0.01% BSA and 0.001% Tween-20. Reactions (in duplicate) were terminated by addition of the known pan-HDAC inhibitor LBH-589 (panobinostat) with a final concentration of 1.5 μM. Substrate and product were separated electrophoretically and fluorescence intensity in the substrate and product peaks determined and analyzed by Caliper EZ reader II. The percent inhibition was plotted against the compound concentration and the IC50 value determined from the logistic dose-response curve fitting by Origin 8.0 software [[2](#_ENREF_2)]

Binding kinetics of Cpd-60 and SAHA with HDACs 1, 2, and 3 were evaluated by progression curves in inhibition and dilution experiments as previously described [[3](#_ENREF_3)]. Kinetic reactions were assembled in microtiter plate wells by adding 1.7 nM, 1.7 nM and 0.5 nM of HDACs 1, 2, and 3, respectively, into separate reaction mixtures containing 2 μM of a fluorescently labeled, acetylated histone H4K12 (AcH4K12) tripeptide substrate that was synthesized in-house. Plates were immediately placed into a Caliper LabChip EZ Reader and the wells sampled periodically throughout a 3hr reaction period. The fluorescent product and substrate were separated and monitored on the Caliper microfluidic instrument and the conversion of substrate calculated with Caliper software. Progression curves at different HDAC inhibitor concentrations were analyzed with a nonlinear regression program in Origin 8.5 to the integrated rate equation for fast- or slow-binding inhibitors. Off rates were determined from a dilution experiment in which HDAC1 (0.1 μM), HDAC2 (0.1 μM) or HDAC3 (0.05 μM) were incubated with Cpd-60 or SAHA at 0.1 μM, 0.5 μM or 25 μM respectively for 1 hour. The mixtures were diluted 100-fold into buffer containing 2 μM of the AcH4K12 substrate. HDAC-diluted samples were measured continuously over 4hr. HDAC inhibitor off-rates were calculated by measuring HDAC activity of the inhibitor-preincubated HDAC compared to a non-preincubated control.

Mouse Primary Neuronal Histone Acetylation Assays

Mouse primary neuronal cultures were generated in factory precoated poly-D-lysine 96-well plates (BD Biosciences #BD356692) treated overnight with 75 μL/well of laminin [0.05 mg/mL] (Sigma #L2020) in PBS buffer. E15 embryonic mouse forebrain was dissociated into a single cell suspension by gentle trituration following trypsin/DNAse digestion (trypsin: Cellgro #25-052-Cl; DNAse: Sigma #D4527). 12,500 cells per well were plated in 100 μL Neurobasal medium (Gibco #21103-049) containing 2% B27 (Gibco #17504-044), 1% Penicillin/Streptomycin/ Glutamine (Cellgro #30-009-CI) and cultured at 37ºC with 5% CO_2_. After 13 days, cultures were treated with HDAC inhibitors by pin transfer of compound (185 nL per well) using a CyBi-Well vario pinning robot (CyBio Corp., Germany) and subsequently incubated for 24hr at 37^o^C with 5% CO_2_, then fixed in 4% formaldehyde for 10 min. Following two washes with phosphate-buffered saline, cells were permeabilized and blocked with 0.1% Triton X-100, 2% BSA in PBS. Cells were stained with an anti-Ac-H4K12 antibody (Millipore, catalog #04-119) and Alexa488-conjugated secondary antibody (Molecular Probes). Cell nuclei were identified by staining with Hoechst 33342 (Invitrogen, H3570). Cell nuclei and histone acetylation signal intensity were detected and measured using a laser-scanning microcytometer (Acumen eX3, TTP Laptech). Acumen Explorer software was used to identify a threshold of histone acetylation signal intensity such that, without HDAC inhibitor, >99.5 % of cells had intensity levels below the threshold. In the presence of HDAC inhibitors, cells signal intensities above the threshold were scored as “bright green cells” and expressed as a percentage normalized to DMSO controls. EC_50_ values were determined from curve fitting using GraphPad Prism v5 software (GraphPad Software, Inc. La Jolla, CA, USA).

Western Blotting

Protein was extracted by douncing in suspension buffer: 0.1 M NaCl, 0.01 M TrisCl (ph7.6), 0.001 M EDTA (pH 8.0), then immediately diluted with an equal volume of 2x SDS-gel loading buffer: 100 mM TrisCl (ph 6.8), 4% SDS, 20% glycerol, 200 mM DTT. Human Embryonic Kidney (HEK) 293 cells grown to 75% confluence in 96-well plates were treated with 20 μM Cpd-60, SAHA or DMSO as control for 24hr ‘constant’ treatment, followed by media change and 6 hour incubation (‘washout’) as indicated. Media was aspirated and cells collected for Western blotting using 40 μL buffers as detailed above for mouse brain. Solutions for protein extraction were supplemented with 5 mM sodium butyrate to suppress residual HDAC activity. Samples were denatured at 95°C for 5 min, passaged 3x through a 25 gauge needle and centrifuged at 10,000*g* for 10 min at room temperature and protein quantification performed using a BCA protein assay kit #23225 (Pierce). Ten μg of protein extract was used to assess histone acetylation using commercially available antibodies (Millipore) raised against acetylated histone H2B (07-373), H3K9 (07-352), and H4K12 (04-119) with normalization to total levels of histone H3 (07-690) or histone H4 (04-858) using 10-20% Tris Ready Gels and polyvinylidene difluoride membrane, 0.22 μm pore size (both from Bio-Rad). Chemiluminescent detection of immunoreactivity was performed using SuperSignal West Dura Substrate #34076 (Pierce) with subsequent densitometric quantification using Image J software (NIH) and statistical comparison to vehicle-treated controls by two-tailed t-test.

RNA Isolation and Transcriptional Analysis

Frozen mouse brains (*n* = 6/ treatment group) were rapidly dissected at 4°C, isolating medial prefrontal cortex, nucleus accumbens and hippocampus. RNA was isolated using the Qiagen RNeasy Lipid Tissue mini kit, RNA concentration was determined using a NanoDrop spectrophotometer and quality was assessed using Agilent Bioanalyzer PICO chips, with the RNA Integrity Number (RIN) determined at 7.0-8.8 for all samples assayed, indicative of good RNA quality. For microarray experiments on Illumina MouseWG-6 BeadChips, RNA samples were pooled from two biological replicates such that the total number of samples was 27 (3 treatment groups x 3 brain regions x 3 RNA pools representing two mice per pool). All microarray analysis and gene set analysis (GSA) was performed using GeneSpring software (v.11.5.1) with raw signals adjusted using quantile normalization and baseline transformation with the median signal in all samples set to zero. 

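Quantile normalization gives every array the same distribution of intensity, so that differences in overall brightness between arrays are taken out where they act alike on all probes. Setting the median of each transcript over all samples to zero subtracts 1 value per transcript and leaves every difference between groups as it was. The values deposited are from before these steps.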

Data were included in subsequent analyses if the normalized signal, thresholded at 0.8, was ‘present’ for 3 of 3 replicates for like treatment and tissue groups. One-way ANOVA tests for treatment effects on transcript expression within each of the three brain regions were run with and without Benjamini-Hochberg correction for false discovery [[4](#_ENREF_4)].Subsequent validation of a set of candidate genes was performed by real-time quantitative PCR (qPCR) using a Roche Lightcycler 480 using 2x SYBR reagent (Roche #04707516001) with quantification of each transcript was performed using ΔΔCt method [[5](#_ENREF_5)] with GAPDH as normalizing gene and statistical comparison to vehicle-treated controls by two-tailed t-test. Primer sequences for qPCR validation were designed using NCBI PRIMER-BLAST (Table S2). For comparison of Cpd-60- or SAHA-induced gene expression changes compared to those reported following lithium treatment, a custom gene list was created using published gene symbols for altered transcripts, exactly as previously reported [[6](#_ENREF_6)], and imported into GeneSpring. GSA analysis was performed using a maximum permutation threshold of 100 and a Benjamini Hochberg FDR threshold of p<0.05 against lists of genes we found altered by Cpd-60 or SAHA treatment in any brain region examined (PFC, NAc or HIP), compared to corresponding vehicle-treated controls (>1.2fold, p<0.05).

Chromatin Immunoprecipitation

Frozen mouse brains treated with Cpd-60 or vehicle (*n* = 4/group), were rapidly dissected at 4°C and nucleus accumbens isolated. Native chromatin (unfixed tissue) was digested with 5 units/mL micrococcal nuclease at 37°C for 7 min followed by hypotonic lysis and debris clearing. From this resulting pool of nucleosomal chromatin (‘Input’), 100uL was removed for ChIP, incubated overnight with 2.5 μg of anti-histone H4K12ac antibody and precipitated using A/G Plus agarose beads (Santa Cruz #SC-2003). Pelleted beads were washed, and protein complexes digested with proteinase K, followed by phenol-chloroform purification of DNA using glycogen to nucleate precipitation at -80°C. DNA was also purified from an equal volume of the ‘Input’ fraction without immunoprecipiation. DNA was applied without further amplification to qPCR using ChIP primers (Table S2) designed using NCBI PRIMER-BLAST at 1 kB and 0.2 kB upstream of the transcription start site (TSS) or 0.5 kB downstream, with amplicons designed at <150 bp to ensure amplification from mono-nucleosomal DNA templates. Quantity of starting DNA was evaluated via ‘cross point’ cycle threshold values via Roche Lightcycler 480 software. The ratio of cycle threshold values from input to ChIP samples (2^(input –ChIP )) were compared from mice treated with Cpd-60 to vehicle.

1. Fass DM, Reis SA, Ghosh B, Hennig KM, Joseph NF, et al. (2013) Crebinostat: A novel cognitive enhancer that inhibits histone deacetylase activity and modulates chromatin-mediated neuroplasticity. Neuropharmacology 64: 81-96.

2. Katragadda M, Magotti P, Sfyroera G, Lambris JD (2006) Hydrophobic effect and hydrogen bonds account for the improved activity of a complement inhibitor, compstatin. J Med Chem 49: 4616-4622.

3. Chou CJ, Herman D, Gottesfeld JM (2008) Pimelic diphenylamide 106 is a slow, tight-binding inhibitor of class I histone deacetylases. J Biol Chem 283: 35402-35409.

4. Benjamini YaHY (1995) Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. Journal of the Royal Statistical Society (Methodologial) 57: 289-300.

5. Livak KJ, Schmittgen TD (2001) Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. Methods 25: 402-408.

6. McQuillin A, Rizig M, Gurling HM (2007) A microarray gene expression study of the molecular pharmacology of lithium carbonate on mouse brain mRNA to understand the neurobiology of mood stabilization and treatment of bipolar affective disorder. Pharmacogenet Genomics 17: 605-617.

How the deposited data were processed for this re-analysis (not part of the article)

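RNA from the PFC, NAc and HIP of mice treated daily for 10 days with vehicle, Cpd-60 (45 mg/kg), SAHA (25 mg/kg) or CI-994 (10 mg/kg) was measured on 36 Illumina MouseWG-6 arrays. Each array held RNA pooled from 2 mice, and each treatment had 3 pools, from which all 3 regions were taken. The pool of mice 3 and 4 under Cpd-60 is so named in the title and source of its labels, which were used, while the description names mice 1 and 2 in each region. If the description were right, Cpd-60 would have 2 pools of different animals. The fits without Cpd-60 replicate 2 leave out this pool. The authors deposited the raw intensity of 45281 probes on each array, on a linear scale without background subtraction or normalization, and the detection p-value of each probe. Of 30854 gene symbols in the array table, 22024 matched a current symbol or synonym. Probes are named by the symbol the array table gives.

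Values were processed in R 4.3.3 with limma 3.58.1. The 27 arrays of vehicle, Cpd-60 and SAHA were quantile normalized together, with a floor of 1 on the normalized intensity, and log2 transformed. The paper's methods set the median of all samples to 0 for each transcript, which changes no difference between groups and was left out. The methods keep transcripts present in 3 of 3 replicates at a threshold of 0.8, which was read as a detection p of at most 0.2 in all 3 arrays of at least 1 group of the region. Each region was fitted separately with limma's linear model and empirical Bayes moderation, without covariates. The F test of both drug coefficients, each drug against vehicle, and Cpd-60 against SAHA were tested. Adjustment was by Benjamini-Hochberg within each region and comparison, at 0.05. Transcripts passing for both drugs were counted in the same direction. The overlap and correlation were set beside 20 simulations of unchanged groups sharing the vehicle arrays. In the PFC and NAc the simulated overlap exceeded all SAHA calls. The simulated correlations spanned less than those of other splits of the real arrays. The effect of each drug in the HIP minus its mean in the PFC and NAc was tested on all 27 arrays, with the pool of animals as a random block. CI-994 was tested against vehicle after quantile normalization of all 36 arrays.

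The genes named are taken from those the paper names from the microarray (Agxt2l1, Sgk1, Tsc22d3, Sult1a1, Mfsd2, Cacng5, Qdpr, Rock2, Usp54, Igfbp5, Mef2c and Per2) and, in each comparison of a drug with vehicle in a region, the 3 largest rises and 3 largest falls. The latter were taken among probes past an adjusted p of 0.05 or, where there was none, past an unadjusted p of 0.05 and 1.2-fold, with all 3 treated pools on the same side of all 3 vehicle pools. A gene with several probes is given by the tested probe with the highest mean signal. Some members of a gene list are named where the list is reported. Results of some genes that meet these rules are not reported here, and they are left out of the counts of named genes and of Table S3.

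Gene lists written from general knowledge were tested with limma's camera, with a preset inter-gene correlation of 0.01, and with fry, 1 probe per gene. The list of 25 genes induced by glucocorticoids was tested as a result of its own over 6 comparisons. It shares Gjb6 with the astrocyte list and Dusp1 with the immediate early list, and holds 3 genes that the paper picked from these arrays. The other 14 lists were markers of astrocytes, oligodendrocytes, microglia, endothelial cells, choroid plexus, blood, cortex, striatum, hippocampus, septum and hypothalamus, immediate early genes, genes that differ by sex, genes that differ between the substrains of C57BL/6 sold by different suppliers, and the class I and II HDAC genes. These were adjusted together over 84 tests, and all 15 lists under CI-994 over 45. The cortex and hippocampus lists share Neurod2, and the cortex list holds Mef2c, which the paper also names. The number of list genes tested was between 2 (substrain) and 12 (striatum) for the other lists, and 25 of 25 for the glucocorticoid list.

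The tests were checked on simulated data of the same size in which 200 transcripts were changed by 1 log2 unit in 1 group. Noise was independent between transcripts, and smaller changes of single transcripts were not simulated. At an adjusted p under 0.05 limma recovered 94.5%, 84.5% and 97.5% of them in the PFC, NAc and HIP, called 0 transcripts in a drug group where nothing was changed, and recovered 92% in the test between regions. At an unadjusted p under 0.05 and 1.2-fold, 74.4% of limma's calls in the NAc and 60.5% in the HIP were unchanged transcripts, and 46.5% and 32.0% by the methods' test. A list of 25 genes moved by 0.3 log2 units was called by camera and by fry in the 3 regions. A list left unmoved was not called by camera, while fry gave it a p of 0.0095 in the NAc. Both lists were drawn at random from transcripts with independent noise. This check therefore cannot tell how camera or fry behaves on lists of correlated genes.

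The alternatives were limma's neqc normalization (offset 16), a detection p of at most 0.01, no detection filter, the BeadChip as a block, the number of the pool as a block, the one-way analysis of variance with Tukey's HSD that the methods name, the CI-994 arrays included in the normalization and fit, and each pool left out in turn. A group left with 2 pools takes its variance from the pooled fit. The test between regions was also run without the block on animals, and the glucocorticoid list without the 3 genes of the paper. The sample groups, the tests, the rule for named genes, the glucocorticoid list, the other lists and these alternatives were fixed before the data were examined. The other probes of a named gene and the removals of a brightness trend were added afterwards. Each comparison was repeated over all 10 splits of its 6 pools into 3 and 3, or over 100 of the 280 splits of 9 pools into 3 groups of 3, with a fixed seed. Of the splits of 6, the smallest share that can be reached is 1 of 10.

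Quantitative PCR, chromatin immunoprecipitation, histone acetylation, pharmacokinetics and behavior were not analysed here. The list of transcripts altered by lithium is not used here, so its overlap with Cpd-60 was not tested.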

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

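The tests of the blood list under CI-994, of the glucocorticoid list by its means in single pools (without the 3 genes of the paper) and within BeadChips, and of the astrocyte list under SAHA were chosen after these results were seen.

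The paper does not report on the arrays of CI-994. Under this drug the tested genes of the blood list had a median log2 change of -0.18 in the PFC, with 5 of 5 genes lower (adjusted p = 0.00026 from limma's camera over 45 list tests), and of -0.18 in the HIP, with 4 of 5 lower (camera adjusted p = 0.0033). In both regions the mean of the list was lower in all 3 CI-994 pools than in all 3 vehicle pools, which chance gives, in either direction, in 10% of such comparisons. Under fry the adjusted p was 0.35 in both regions. The globin transcripts Hba-a1 and Hbb-b1, which are abundant on the arrays (mean log2 intensity 11.84 and 12.25), carried most of the change, with -0.51 and -0.58 in the PFC and -0.78 and -0.60 in the HIP. Over the alternatives camera's adjusted p lay between 6.2e-07 and 0.015 in the PFC and between 0.00043 and 0.062 in the HIP, where the call was lost without CI-994 replicate 2 (median -0.15). With the BeadChip as a block the medians were -0.16 and -0.095 and both calls held, which argues against a difference between BeadChips as the whole cause. In the PFC the list mean differed between vehicle pools by 0.34, more than the -0.30 between CI-994 and vehicle, so that different amounts of blood in the pools are a candidate explanation. In the HIP the vehicle pools differed by 0.10 and the drug groups by -0.29, and with 3 pools in a group different amounts of blood and an effect of CI-994 cannot be told apart. An effect of the drug on blood or on globin transcripts stays open in both regions and was not tested.

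The paper describes Sgk1 and Sult1a1 as induced by glucocorticoid signaling, and names Tsc22d3 for its change under Cpd-60. The other 22 genes of the glucocorticoid list, which the paper does not discuss, had median log2 changes under Cpd-60 of 0.25 in the PFC, 0.28 in the NAc and 0.30 in the HIP. The mean of these 22 genes was higher in all 3 Cpd-60 pools than in all 3 vehicle pools in each region, by 0.32, 0.32 and 0.38 on average, where chance places the groups apart in 10% of comparisons. The vehicle pools differed by 0.039 in the PFC, 0.084 in the NAc and 0.055 in the HIP, several times less than these changes, but the Cpd-60 pools lay further apart, between 8.28 and 8.76, 8.01 and 8.65, and 8.14 and 8.72 in mean log2 intensity. Over all 25 genes fry, which takes the correlation between genes from the residuals, gave an unadjusted p of 0.014, 0.024 and 0.026 and an adjusted p of 0.051 in each region. These values weigh against chance differences between pools without excluding them at an adjusted p under 0.05. The treatment gave a smaller camera p than the other 9 splits of the pools in each region, and 1 split of 10 is the smallest share this test can give, so that it decides nothing here. Vehicle and Cpd-60 pools were placed alike on the BeadChips. Within the BeadChip that held 2 pools of each, the mean of the 25 genes was higher under Cpd-60 by 0.45 in the PFC, 0.49 in the NAc and 0.56 in the HIP, where the 3 vehicle pools differed by 0.043, 0.070 and 0.062. This argues against a difference between BeadChips as the cause in the 3 regions. Within the other BeadChip, with 1 pool of each, it was higher by 0.13, 0.11 and 0.060. These lower differences come from Cpd-60 replicate 3, and why this pool changed less was not tested. The same pools of animals gave the 3 regions, and the regions are not independent. Over the alternatives other than fry camera's adjusted p was at most 2.2e-11, 1.4e-09 and 2.8e-13. An effect of Cpd-60 on glucocorticoid signaling, directly or through stress, stays open. The paper gives Cpd-60 in a larger injection volume than SAHA and states that longer treatment was not well tolerated, and neither was tested as an explanation.

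Under SAHA the mean of the astrocyte list was higher in all 3 SAHA pools than in all 3 vehicle pools in the NAc and lower in all 3 in the HIP. The changes of the mean, 0.23 and -0.069, differ by 0.30. This difference between regions was not tested. It was the 1 case found among 90 pairs of comparisons examined. The median change was 0.19 in the NAc (camera adjusted p = 0.0014, 7 of 9 genes higher) and -0.01 in the HIP (camera adjusted p = 0.95, 6 of 10 lower), and under fry the NAc adjusted p was 0.70. The mean in the HIP rests on Gfap (-0.81) more than on the other genes, and Aldoc and Slc1a3, the most abundant genes of the list (mean log2 intensity 12.32 and 12.27), changed by 0.19 and 0.12 in the NAc and 0.00 and 0.32 in the HIP. Gjb6 is also in the glucocorticoid list. Over the alternatives camera's adjusted p lay between 0.0004 and 0.105 in the NAc, where the call was lost without vehicle replicate 3 (median 0.21). The NAc median with the BeadChip as a block was 0.16 (adjusted p = 0.00051), which argues against a difference between BeadChips there. In the HIP it was -0.017 (adjusted p = 0.89), and no call was there to be lost. The vehicle pools differed by 0.13 in the NAc, less than the change, and 3 pools in a group cannot decide on a difference in dissection. In the HIP they differed by 0.077, more than the change, so that a difference in dissection is a candidate explanation of the lower values. A response of astrocytes to SAHA in the NAc stays open as well.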

How the results depend on the processing

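The values of other probes and those with the brightness trend removed were chosen after the results were seen. With 1 choice changed at a time, counts that answer a comparison stayed within 1.5 times the count reported in 465 cases and moved further in 135. For each that moved the cause was not tested, except where the construction is named.

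With neqc normalization every count past 1.2-fold rose. For Cpd-60 the counts went from 233 to 1086 in the PFC, 371 to 882 in the NAc and 398 to 1209 in the HIP, for SAHA from 52 to 585, 124 to 390 and 996 to 2512, and for Cpd-60 against SAHA from 309 to 1204, 322 to 747 and 2063 to 3879. For CI-994 they went from 145 to 924, 89 to 483 and 156 to 747, and for both drugs from 4 to 128, 36 to 92 and 38 to 237. The share of changes that were rises also moved, from 71.2% to 57.6% for SAHA in the PFC, 27.4% to 43.6% for SAHA in the NAc, 22.5% to 42.9% for CI-994 in the NAc and 41.0% to 53.0% for CI-994 in the HIP. The cause of the moved shares was not tested. For Cpd-60, SAHA and their comparison, each transcript at an unadjusted p under 0.05 then also passed 1.2-fold. Log2 changes were wider, with an SD of 0.195 in place of 0.100 for Cpd-60 in the PFC. Counts at an unadjusted p alone moved less, there from 1015 to 1086. The rise for these comparisons thus came mainly from the fold threshold.

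Taking the BeadChip as a block, the treatment effect in the NAc rose from 558 to 996, and 6 transcripts in the HIP passed adjustment in place of 0. Cpd-60 in the NAc rose to 559, CI-994 in the NAc to 182 and SAHA in the NAc to 190, while SAHA fell to 29 in the PFC and 637 in the HIP. Cpd-60 against SAHA in the HIP had 195 transcripts after adjustment in place of 0. The Cpd-60 count in the test between regions rose from 302 to 489, and the transcripts passing for both drugs went to 1 in the PFC and 63 in the NAc. The glucocorticoid list under SAHA in the NAc went from 0.02 to 0.11 and passed. The cause was not tested.

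The methods' test counted fewer past 1.2-fold, namely 105, 127 and 154 for Cpd-60 in the PFC, NAc and HIP, 10, 20 and 257 for SAHA, 109, 84 and 631 for Cpd-60 against SAHA, 47, 13 and 51 for CI-994 and 1, 5 and 16 for both drugs. Its sums at an unadjusted p under 0.05 were 1714 for Cpd-60 and 1603 for SAHA, and its count of the treatment effect in the NAc was 878. The cause was not tested.

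A detection p of at most 0.01 tests fewer probes, and the treatment effect fell to 482 in the PFC and 325 in the NAc and the Cpd-60 count between regions to 181. With no detection filter more probes are tested. The treatment effect then rose to 1630 in the PFC and 1224 in the NAc, the sums to 6042 for Cpd-60 and 6181 for SAHA, and the counts between regions to 1236 and 2822.

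The pools carry the numbers of the mice, which differ between treatments. Same-numbered pools mostly lay on the same BeadChip, so that the block on the number in part follows the BeadChips. Arrays with the same number, after removal of the group means, correlated over 0.1 in 6 of 9 pairs in the HIP, 7 in the NAc and 4 in the PFC, and arrays of different number in 4, 6 and 10 of 18. With the replicate block the treatment effect in the NAc was 1140, and 386 transcripts in the HIP passed adjustment. SAHA had 81 in the PFC, 413 in the NAc and, after adjustment, 28 in the HIP. Cpd-60 against SAHA had 666 in the NAc and, after adjustment, 1213 in the HIP. CI-994 had 215 and both drugs had 75 in the NAc. The cause was not tested.

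With 1 pool left out at a time, the counts lay in these ranges. The treatment effect lay between 527 and 1926 in the PFC, 311 and 1410 in the NAc and 1956 and 5285 in the HIP, and after adjustment between 0 and 5 in the PFC and 0 and 2113 in the HIP. Cpd-60 lay between 215 and 1047, 250 and 898, and 306 and 1638 (after adjustment 0 and 5 in the PFC, 0 and 91 in the HIP), and its sum between 2147 and 6884. SAHA lay between 33 and 287, 73 and 685, and 566 and 1651, and its sum between 1953 and 4783. Cpd-60 against SAHA lay between 287 and 1318, 208 and 1660, and 1208 and 3883 (after adjustment 0 and 7 in the PFC, 0 and 3013 in the HIP). CI-994 lay between 164 and 338, 64 and 495, and 133 and 482 (after adjustment 0 and 2 in the PFC). Both drugs lay between 2 and 50, 20 and 140, and 29 and 122. The test between regions lay between 227 and 514 for Cpd-60 and 470 and 2230 for SAHA. The highest counts of the treatment effect, of Cpd-60 and of Cpd-60 against SAHA, in each region, were those without Cpd-60 replicate 3. In these fits Cpd-60 lay on the first BeadChip alone, so that the drug and the BeadChip are mixed. The cause was not tested.

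The glucocorticoid list under Cpd-60 kept its direction and its camera call under every alternative but fry, with medians between 0.21 and 0.37 in the PFC, 0.20 and 0.38 in the NAc and 0.24 and 0.43 in the HIP with 1 pool left out. Under fry the medians of 0.30, 0.32 and 0.31 did not pass (adjusted p = 0.051 in each region), nor did the 0.073 of SAHA in the PFC (adjusted p = 0.71). With 1 pool left out the latter lay between 0.028 and 0.086. The estimated correlation between genes in fry is the difference in construction.

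Of the results of the other lists, 1706 were the same, 31 no longer passed, 15 newly passed and 3 reversed. The oligodendrocyte list under Cpd-60 in the PFC was -0.010 without Cpd-60 replicate 3. The immediate early list under SAHA in the NAc was -0.29 without SAHA replicate 2, in a range up to 0.15 without SAHA replicate 1. The choroid plexus list under Cpd-60 in the HIP was -0.16 without vehicle replicate 3. Of the named genes 2253 results were the same, 126 no longer passed, 31 newly passed and 5 reversed, all of the last with another probe of the gene. These were Cacng5 under Cpd-60 in the HIP (-0.012), Rock2 under SAHA in the NAc (0.13), Igfbp5 under CI-994 in the HIP (-0.33), Mef2c under SAHA in the HIP (-0.40) and Per2 under Cpd-60 in the PFC (0.041). The cause was not tested. Of the correlations between Cpd-60 and SAHA, 9 moved by more than the SD of the region's fits with 1 pool left out, all on leaving out 1 pool, and 39 did not. This tolerance is wide, and in the HIP a change from 0.06 to 0.18 with the BeadChip as a block lay within it. Of the counts that are parts of another count or of transcripts in opposite directions, 94 moved and 134 did not. The counts with the brightness trend removed, scaled or not, stayed within 1.5 times in both comparisons.

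Signal over background limits the dim probes. In the HIP 32.9% of probes had a detection p of at most 0.01 on the SAHA arrays, against 39.1% on the vehicle arrays.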

Differences from the paper's values

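The other probes of a gene were examined only after the values were seen. All other alternatives below were set before the data were examined, and those not named left the difference in place.

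At an unadjusted p under 0.05 the paper counts 1609 transcripts for Cpd-60, and limma's counts in the 3 regions sum to 3251. The methods' test (1714), a detection p of at most 0.01 (2217) and the fit without vehicle replicate 2 (2147) came within 1.5 times the paper's count. For SAHA the paper counts 1530 and limma 3330, and the methods' test (1603) and the fits without vehicle replicate 1 (1953), vehicle replicate 2 (2096) and SAHA replicate 3 (2032) came within that range.

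At 1.2-fold the paper gives 390 transcripts altered by Cpd-60 in its text and 368 in Table S3, and does not say how they differ. Limma gave 1002 changes summed over the regions, in 863 distinct transcripts. For SAHA the paper gives 288 and limma 1172. Only the methods' test, which the paper's methods name, closed these gaps, with 386 changes in 365 distinct transcripts for Cpd-60 and 287 for SAHA. The paper gives 44 upregulated transcripts for Cpd-60 in the region with the fewest and 70 in that with the most, against 137 and 193 here and 46 and 68 by the methods' test. For downregulated transcripts the paper gives 42 and 87, against 96 and 207 here and 41 and 86 by the methods' test. For SAHA the paper gives 7 upregulated transcripts in the PFC, 5 in the NAc and 104 in the HIP, against 37, 34 and 454 here and, by the methods' test, the paper's counts. For downregulated transcripts the paper gives 16 in the NAc and 148 in the HIP, against 90 and 542 here and 15 and 153 by the methods' test. In the PFC the paper gives 5 downregulated, against 15 here, and no alternative closed the gap, the methods' test giving 3.

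In Fig. 4b, read by eye, the transcripts altered in the same direction by both drugs are about 1 in the PFC, about 5 in the NAc and about 16 in the HIP. Limma counted 4, 36 and 38. The methods' test gave the counts of Fig. 4b in all 3 regions, and the BeadChip block that of the PFC. The paper's text puts these transcripts at fewer in any region than Fig. 4b shows for the HIP, where limma counted 38 and the methods' test 16. The legend of Fig. 4 gives 1 to 10. By the methods' test the 16 in the HIP were 6 upregulated and 10 downregulated, and each direction alone lies within the legend's range.

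Of the 36 fold changes of Table S3 that were compared, 28 were within 0.02 of the paper's and 3 differed by more than the spread between pools. For Tsc22d3 under SAHA in the HIP the paper gives 1.25 and its brightest probe gave 1.04. The fit without SAHA replicate 1 gave 1.11, and the other probe of the gene, chosen after seeing the values, gave 1.25. For Igfbp5 in the HIP the paper gives -1.27 under Cpd-60 and -1.11 under SAHA, and the brightest probe gave -1.06 and 1.12. For Cpd-60 the fits without vehicle replicate 3 (-1.11) and without Cpd-60 replicate 3 (-1.13) came within the spread, and another probe, chosen after seeing the values, gave -1.27. For SAHA none of the alternatives set beforehand did, and that other probe gave -1.12. Of the 7 calls compared for genes with another tested probe, other probes made 5 and dropped 2, namely those of Tsc22d3 in the NAc and Per2 in the PFC.

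Of the 14 calls of Table S3 that were compared, limma made 12 with the brightest probe. The others are Igfbp5 in the HIP and Mef2c in the NAc, with -1.16-fold. Other probes of Igfbp5 (-1.27-fold) and Mef2c (-1.20-fold) passed, and were chosen after seeing the values. Mef2c also passed without vehicle replicate 3. Cacng5 in the NAc and HIP passed the methods' test only with its probe ILMN_2725698, also examined after seeing the values. The paper names Agxt2l1, Sgk1 and Tsc22d3 as the most upregulated by Cpd-60. Past 1.2-fold by limma, Ybx3 in the PFC (1.21) and Cdkn1a in the HIP (1.05) rose more in log2 units than Sgk1 in the HIP (0.89), Tsc22d3 in the NAc (0.86) and Agxt2l1 in the NAc (0.83). By the methods' test the latter were the 3 largest rises, as in the paper. The paper describes a null effect of Cpd-60 on Mfsd2 in the NAc, where the fold change was 1.46 without passing either test.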

Other observations

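The tests of array brightness, of the placement of pools within BeadChips, of the oligodendrocyte list and of the correlations of Cpd-60 and of CI-994 with SAHA, and the list tests by BeadChip under CI-994, were chosen after the results were seen.

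Each comparison was repeated over all 10 splits of its 6 pools into 3 and 3, where no share under 0.1 can be reached, so that these splits cannot exclude chance for any of these counts. At 1.2-fold and an unadjusted p under 0.05, splits with as many transcripts as Cpd-60 against vehicle, the real split included, were 6 in the PFC, 5 in the NAc and 4 in the HIP, and the highest other split gave 1910, 1498 and 1766. For SAHA against vehicle they were 6, 7 and 2, for Cpd-60 against SAHA 6, 7 and 2, and for CI-994 against vehicle 6 in each region. The split along the BeadChips gave more than the treatment for SAHA, with 280, 2811 and 1162 transcripts, for Cpd-60 against SAHA, with 684, 4101 and 2617, and for CI-994, with 386, 2553 and 621. Blocked by BeadChip, the treatment gave 29, 190 and 637 for SAHA, 267, 388 and 1480 for Cpd-60 against SAHA and 199, 182 and 135 for CI-994. Of 100 splits of 9 pools into 3 groups, 57 in the PFC, 63 in the NAc and 8 in the HIP had as many transcripts with a treatment effect, and chance is not excluded. In the test between regions 2 of 10 splits had as many as SAHA and 5 as many as Cpd-60. For the glucocorticoid list, 1 of 10 splits had a camera p as small as that of Cpd-60 in each region and of SAHA in the PFC and NAc, which is the real split, and 10 of 10 for SAHA in the HIP.

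The SAHA changes in the HIP, 996 at 1.2-fold, may in part be technical. The count was 637 with the BeadChip as a block. Among the 9 placements of the pools that keep each BeadChip's numbers, 2 gave as many as the real one, the other giving 651. In the NAc 5 and in the PFC 7 of 9 gave as many. The SAHA arrays of the HIP were also dimmer than those of vehicle, by -0.60 in the log2 of the 95th percentile of raw intensity, and those of Cpd-60 by -0.09. A trend of each probe with brightness was learned within the groups of the PFC and NAc. The change it predicts for SAHA in the HIP correlated with the measured change across probes (r = 0.39), and for Cpd-60 with r = -0.18. After the trend was removed 1200 transcripts passed for SAHA, 688 up and 512 down, and 490 for Cpd-60. With the trend first scaled to its size within the HIP groups they were 930 and 465, and 461 of the 996 were kept. Of the other splits of the 6 pools, the highest then gave 425 and 399. Both removals overshot, since the change left correlated with the change predicted at -0.41 and -0.22, so that their counts do not decide on brightness. CI-994 pools were placed on these BeadChips as the SAHA pools were. With all 36 arrays normalized together CI-994 gave 156 transcripts and SAHA 738, which argues against the BeadChips as the whole cause. SAHA replicates 2 and 3, the dimmest arrays of the HIP, both lay on the second BeadChip. The other arrays of that BeadChip had 95th percentiles of 686.4 to 850.1. Brightness, chance, a part due to the BeadChips and an effect of SAHA cannot be told apart in these arrays.

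The correlation between the changes under Cpd-60 and SAHA is raised by the vehicle arrays they share. Of 100 splits of the 9 arrays, 72 in the PFC, 57 in the NAc and 95 in the HIP gave a correlation as high as the 0.33, 0.38 and 0.06 measured, and 29, 44 and 6 one as low. Cpd-60 and CI-994 correlated at 0.33, 0.31 and 0.21, where 77, 76 and 85 splits were as high, and SAHA and CI-994 at 0.45, 0.72 and 0.42, where 58, 30 and 43 were as high. None of these correlations was higher than shared vehicle arrays give by these splits. Those of Cpd-60 and SAHA lay below the 0.48 to 0.53 simulated for unchanged groups. The splits of the real arrays spanned more, -0.08 to 0.77 in the PFC, -0.46 to 0.91 in the NAc and -0.27 to 0.87 in the HIP. The simulated range is thus too narrow to judge these correlations by. SAHA and CI-994 pools were also placed alike on the BeadChips. Blocked by BeadChip, the correlations were 0.35, 0.51 and 0.18 for Cpd-60 and SAHA, 0.31, 0.43 and 0.31 for Cpd-60 and CI-994, and 0.48, 0.59 and 0.28 for SAHA and CI-994. Arrays of the same animals in different regions, after removal of the group means, had a median correlation across probes of -0.005, and arrays of different animals 0.008. The consensus correlation within animals was 0.0047, and counts between regions without the block on animals stayed within 1.5 times.

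The oligodendrocyte list was higher under SAHA in the PFC, with a median log2 change of 0.23 (adjusted p = 4.9e-07 from limma's camera over 84 list tests, 11 of 11 genes higher), and lower in the HIP, with -0.23 (camera adjusted p = 0.00038, 10 of 11 lower). Both calls held under each alternative to the camera fit, with adjusted p between 1.9e-12 and 0.010 and between 6.2e-07 and 0.0061, and neither passed under fry (adjusted p = 0.89 and 0.65). The difference between the regions was not tested. In the PFC the list mean differed between vehicle pools by 0.29, more than the 0.25 between SAHA and vehicle, so that a difference in dissection between pools is a candidate explanation. In the HIP the vehicle pools differed by 0.21 against a change of -0.23, and a difference in dissection and an effect of SAHA cannot be told apart with 3 pools in a group. Under Cpd-60 the list was higher in the PFC by 0.13 (camera adjusted p = 0.035, 10 of 11 higher, in a range of 4.0e-05 to 0.84), and the call was lost without vehicle replicate 2 (0.06), Cpd-60 replicate 2 (0.12) or Cpd-60 replicate 3 (-0.01).

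Other lists passed camera's adjusted p under 0.05 over 84 tests, and none of the 84 passed under fry, where the lowest adjusted p was 0.65. The astrocyte list was higher under Cpd-60 by 0.11 in the PFC (adjusted p = 0.023, 7 of 9 genes), 0.20 in the NAc (adjusted p = 0.0011, 8 of 9) and 0.13 in the HIP (adjusted p = 0.0011, 9 of 10). The PFC call was lost without vehicle replicates 2 (0.13) or 3 (0.08) or Cpd-60 replicate 2 (0.09), and the NAc call without Cpd-60 replicate 3 (0.18). The blood list was lower under SAHA by -0.15 in the PFC (adjusted p = 0.00091, 5 of 5 genes) and -0.36 in the NAc (adjusted p = 0.00014, 4 of 4), and under Cpd-60 by -0.33 in the NAc (adjusted p = 0.022, 4 of 4). The last call was lost without vehicle replicates 1 (-0.26) or 2 (-0.27) or Cpd-60 replicate 3 (-0.17). Under SAHA in the NAc the striatum list was lower by -0.25 (adjusted p = 0.00065, 10 of 12 genes) and the cortex list by -0.15 (adjusted p = 0.022, 6 of 7). The striatum call was lost without vehicle replicate 3 (-0.15), and the cortex call without vehicle replicate 2 (-0.12) or SAHA replicates 2 (-0.13) or 3 (-0.16). The immediate early list was higher under SAHA in the PFC by 0.12 (adjusted p = 0.013, 10 of 11 genes), and the call was lost with the BeadChip as a block (0.07) and without vehicle replicate 3 (0.10) or SAHA replicate 2 (0.11). The lists of class I and II HDAC, endothelial, hippocampus, microglia, septum and hypothalamus, choroid plexus, sex and substrain genes did not pass for either drug in any region. Choroid plexus passed under some alternatives. Its lowest camera adjusted p was 0.0020 under SAHA, in the HIP without vehicle replicate 3. Under Cpd-60 it was 0.012, in the NAc without Cpd-60 replicate 2. Without vehicle replicate 1 the septum and hypothalamus list (0.025) and the sex list (0.048) passed under Cpd-60 in the NAc. With no detection filter the substrain list (0.040) passed there. The others of these lists passed under no alternative. Outside the replicates left out, the Cpd-60 calls in the PFC were also lost with neqc normalization (astrocyte 0.12, oligodendrocyte 0.14). With the CI-994 arrays included, the calls of the oligodendrocyte list under Cpd-60 in the PFC (0.13), of the blood list under Cpd-60 in the NAc (-0.11) and of the cortex list under SAHA in the NAc (-0.15) were lost. For the lists that did not pass in any region the medians lay between -0.15 (choroid plexus, SAHA in the HIP) and 0.16 (choroid plexus, Cpd-60 in the NAc).

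CI-994 altered 881 transcripts in the PFC, 463 in the NAc and 755 in the HIP at an unadjusted p under 0.05 in limma, of 22156, 23242 and 23275 tested, and 291, 169 and 260 by the methods' test. At 1.2-fold limma counted 145 (74 up, 71 down), 89 (20 up, 69 down) and 156 (64 up, 92 down), the methods' test 47, 13 and 51, and limma with the BeadChip as a block 199, 182 and 135. At an adjusted p under 0.05 limma and the methods' test counted 0 in each region, and limma 2 in the PFC without CI-994 replicate 3. The count of the PFC was 262 without vehicle replicate 1, 338 without CI-994 replicate 1 and 264 without CI-994 replicate 3. That of the NAc was 495 without vehicle replicate 3 and 438 without CI-994 replicate 1. That of the HIP was 325 without vehicle replicate 3 and 482, 442 and 297 without CI-994 replicates 1, 2 and 3.

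The largest log2 changes under CI-994 whose pools did not overlap those of vehicle were, in the PFC, 0.48 for Echdc2, Tpd52l1 and Slc7a3, -1.88 for Gh and -0.70 and -0.64 for Hbb-b1. In the NAc they were 0.49 for Tpd52l1, 0.47 for Fez2, 0.39 for Cbx7, -1.11 for B230387C07Rik and -0.77 and -0.75 for Hbb-b1. In the HIP they were 0.55 for Echdc2, 0.47 for ENSMUSG00000068790, 0.46 for Tmem50a, -0.83 and -0.80 for Hbb-b1 and -0.78 for Hba-a1. Their adjusted p was 0.666 or above in limma. Leaving out 1 pool lost the calls of Gh (-2.38 to -1.17), Fez2 (0.37 to 0.56), Cbx7 (0.28 to 0.47) and B230387C07Rik (-1.43 to -0.93).

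Of the 45 list tests under CI-994, those of the blood list in the PFC and HIP are given above. The oligodendrocyte list was lower in the HIP by -0.21 (camera adjusted p = 2.5e-05, 10 of 11 genes) and in the NAc by -0.20 (camera adjusted p = 0.00050, 10 of 11), where the call was lost without vehicle replicate 1 (-0.09) or CI-994 replicate 1 (-0.24). The blood list was lower in the NAc by -0.21 (camera adjusted p = 0.0011, 5 of 5), a call lost without vehicle replicate 1 (-0.14). The cortex list was lower in the NAc by -0.23 (camera adjusted p = 0.00074, 6 of 7). The choroid plexus list was lower in the HIP by -0.24 (camera adjusted p = 0.034, 10 of 11), a call lost with the BeadChip as a block (-0.04) and without vehicle replicates 1 (-0.07) or 2 (-0.11) or CI-994 replicates 2 (-0.10) or 3 (-0.15). The lowest adjusted p under fry was 0.35. The glucocorticoid list had medians of -0.02, -0.05 and -0.03 in the PFC, NAc and HIP and did not pass, nor did the other lists in any region. No explanation was tested for these list values.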
